# MFAP2 is overexpressed in gastric cancer and promotes motility via the MFAP2/integrin α5β1/FAK/ERK pathway

**DOI:** 10.1038/s41389-020-0198-z

**Published:** 2020-02-13

**Authors:** Li-wen Yao, Lian-lian Wu, Li-hui Zhang, Wei Zhou, Lu Wu, Ke He, Jia-cai Ren, Yun-chao Deng, Dong-mei Yang, Jing Wang, Gang-gang Mu, Ming Xu, Jie Zhou, Guo-an Xiang, Qian-shan Ding, Yan-ning Yang, Hong-gang Yu

**Keywords:** Gastric cancer, Cancer microenvironment

## Abstract

Gastric cancer (GC) is one of the most common malignancies and its prognosis is extremely poor. This study identifies a novel oncogene, microfibrillar-associated protein 2 (MFAP2) in GC. With integrative reanalysis of transcriptomic data, we found MFAP2 as a GC prognosis-related gene. And the aberrant expression of MFAP2 was explored in GC samples. Subsequent experiments indicated that silencing and exogenous MFAP2 could affect motility of cancer cells. The inhibition of silencing MFAP2 could be rescued by another FAK activator, fibronectin. This process is probably through affecting the activation of focal adhesion process via modulating ITGB1 and ITGA5. MFAP2 regulated integrin expression through ERK1/2 activation. Silencing MFAP2 by shRNA inhibited tumorigenicity and metastasis in nude mice. We also revealed that MFAP2 is a novel target of microRNA-29, and miR-29/MFAP2/integrin α5β1/FAK/ERK1/2 could be an important oncogenic pathway in GC progression. In conclusion, our data identified MFAP2 as a novel oncogene in GC and revealed that miR-29/MFAP2/integrin α5β1/FAK/ERK1/2 could be an important oncogenic pathway in GC progression.

## Introduction

Gastric cancer (GC) is one of the most common and lethal malignant cancer throughout the world, particularly in Eastern Asian and South American countries^1^. Surgery is the optimal strategy of treating patients with GC; unfortunately, the application of surgical resection in patients with GC is limited, as most patients are diagnosed at an advanced stage of the disease^2^. What is more, many cases of GC are also not sensitive to chemotherapy and radiotherapy, making the situation more severe^2^. Recent years have witnessed the great progress of targeted cancer therapies; however, for GC patients, only trastuzumab, a monoclonal antibody against human epidermal growth factor receptor 2, and ramucirumab, a monoclonal antibody against vascular endothelial growth factor receptor 2, proved to have certain therapeutic effects and are widely applied in clinic^3,4^. Current treatment regimens for GC are still not adequate.

Researchers are trying to clarify the biological mechanisms underlying tumorigenesis and progression of GC, aiming to provide novel clues to fight against this fatal disease. With the rapid development of high-throughput detection techniques, gene expression data are accumulating rapidly in public repositories and a massive amount of differentially expressed genes (DEGs) between GC and normal tissue has been identified in several studies^5–9^. Many DEGs have been validated as oncogenes or tumor suppressors, which effect different malignant phenotypes of GC including proliferation, angiogenesis, metastasis, and chemoresistance via activating or inactivating multiple downstream signaling pathways^5–9^. But owing to different sample resources, experimental techniques, and bioinformatics algorithms, the results among these studies are greatly divergent, and there is still no widely accepted factor dominating the malignant transformation and progression of GC.

Integrative reanalysis of independent transcriptomic data may indicate common and remarkable changes during GC progression. In this study, by integrative analysis of datasets from either Gene Expression Omnibus (GEO) or The Cancer Genome Atlas (TCGA) databases, we successfully unveiled a set of DEGs that were invariably dysregulated in each cohort. Intriguingly, the functions of intersecting DEGs were found to significantly focus on the biological processes, such as extracellular space, extracellular matrix (ECM) organization, extracellular exosome, collagen catabolic process, and ECM–receptor interaction. ECM provides both the structure and signals that modulate biological behavior of cells, and recent studies have established the importance of the remodeling of ECM in cancer progression^10,11^. Our results implied that matrix remodeling was a hallmark of GC, which was probably underestimated in the past.

To further verify the crucial role of matrix remodeling in GC progression, we conducted survival analysis and obtained 14 genes associated with prognosis of GC patients, including SPARC, MFAP2, SERPINE1, LOX, PDGFRB, OLFML2B, VCAN, COLA18A1, SPON2, COL4A2, CHD11, NRP1, NREP, and COL4A5. Consistent with our expectations, most of them were important components of ECM or important modulators of matrix remodeling. This provided further evidence implying the crucial role of ECM in GC progression.

Among the 14 genes, we were particularly interested in MFAP2 (the microfibrillar-associated protein 2), which is also named microfibril-associated glycoprotein 1 (MAGP1). It is a 183-amino acid protein composed of two domains: a proline- and glutamine-enriched residues in amino terminal half and a 54-amino acid region in carboxy terminal half that targets itself to ECM^12,13^. Its extracellular form binds to fibrillin, collagen VI, tropoelastin, decorin, and biglycan^14^, and the intracellular form of MFAP2 upregulated the expression of downstream genes linked to cell adhesion, motility, and matrix remodeling^13^. Recently, the function of MFAP2 in metabolic disease has attracted a lot of attention. Previous studies demonstrated that, in adipose tissue, MFAP2 had high affinity for members of the transforming growth factor (TGF)-β superfamily, and in the absence of MFAP2, there was an increase in basal TGF-β activity^15,16^. However, its role in cancer biology is still obscure. In this study, we validated that MFAP2 was upregulated in GC tissue, and it was implicated in the malignant behavior of GC cells, such as proliferation, migration, and invasion. We also demonstrated that it activated focal adhesion kinase (FAK), paxillin, and extracellular signal-regulated kinase 1/2 (ERK1/2) through the MFAP2/integrin α5β1/FAK/ERK1/2 pathway. Furthermore, we explored the mechanisms of its expression dysregulation in GC. Loss of microRNA29 (miR-29) is known to be a mechanism of fibrosis and we found that MFAP2 was a target of miRNA-29 family, and its aberrant high expression was probably due to the absence or inhibition of miR-29 family.

In general, we reveal a set of GC-related genes that are potential diagnostic biomarkers and therapy targets. We also demonstrate that the novel oncogene MFAP2 endows cancer cells by activating integrin signaling. Finally, we provide evidence that miR-29 family members have potential to inhibit MFAP2 and at least partly reverse the aberrant matrix status of GC.

## Materials and methods

### Study strategy

The workflow of data mining and the number of candidate genes remaining at each step are shown in Fig. 1.

**Fig. 1:**
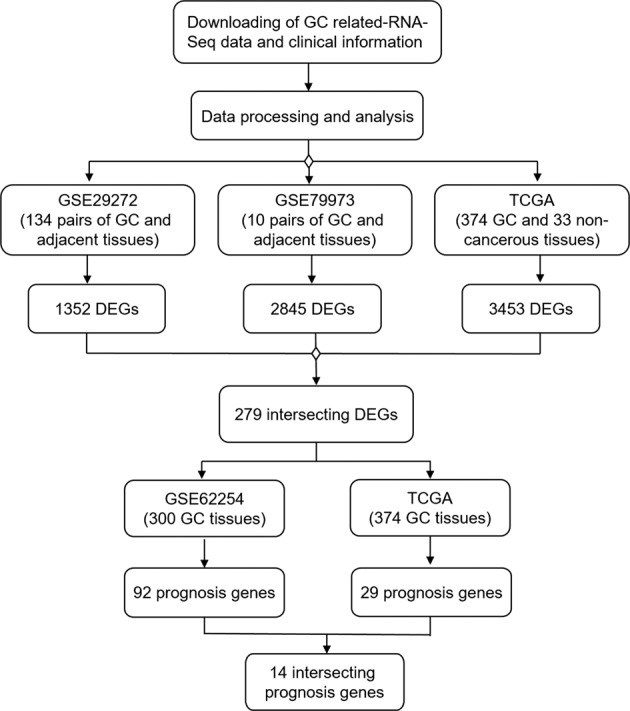
Workflow of data mining. Gastric cancer (GC)-related RNA sequence data were used to screen differentially expressed genes (DEGs) between GC and normal gastric tissues. After taking intersection from different cohorts, DEGs were further screened to identify prognosis-associated genes. Number of candidate genes remaining at each step is shown.

### Patients and gene expression data

In this study, five cohorts of patients with GC (GSE29272, GSE79973, GSE62254 and GSE15459 and TCGA) were used for identifying and validating prognostic biomarkers. Description of these cohorts is presented in Supporting Information.

### Identification of DEGs

DEGs between matched GC and adjacent normal gastric tissues were identified using TwoClassDif^17,18^. Briefly, we first filtered DEGs with a fold-change (Tumor/Normal) of >1.5 or <0.67. Next, we confirmed the DEGs with the random variance model-modified *t* test to reduce statistical errors. Venn diagrams were drawn by online BioVenn website (http://www.biovenn.nl/index.php).

### Functional annotation

DAVID database and Gene Ontology (GO) functional and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis were used to explore the potential biological function of intersecting DEGs from different cohorts^19^. *P* value < 0.01 and false discovery rate (FDR) <0.25 were set as the cutoff criteria.

### Identification of prognostic genes

Patients were classified as either high-expression (more than the median expression level of DEGs) or low-expression (less than the median expression level of DEGs) groups according to the expression of intersecting DEGs one by one. Univariate analyses of overall survival (OS) were performed with two-sided log-rank test to compare the differences between the two groups.

Kaplan–Meier plots were made using an online dataset (http://www.kmplot.com)^20^ with the data of GSE15459 and GSE62254. The analysis was performed using both disease-free survival (DFS) and OS information of patients. The patients were split by median.

### Lentivirus transfection

To knockdown the expression of MFAP2, we infected AGS and HGC-27 cells with the MFAP2–short hairpin RNA (shRNA) recombinant lentivirus (Genepharma, Suzhou, China). Detailed protocol of lentivirus transfection is presented in Supporting Information.

### Cell proliferation assay

MTT assay was performed using Thiazolyl Blue Tetrazolium Bromide (MTT, M2128, Sigma) following the manufacturer’s recommendations. The cell viability was detected using the multifunctional microplate reader at 490 nm with cells incubated for 2 h at 37 °C. The relative absorbance value was normalized and compared to the control group.

### In vitro migration and invasion assays

In the migration assay, cells were plated into the upper chamber of 8-mm-pore-size Transwell chambers (Corning, Corning, NY). Dulbecco's modified Eagle’s medium containing 10% fetal bovine serum was added into the lower chamber. Then the chambers were incubated at 37 °C for 48 h. Cells in the upper chamber were then removed, and the bottom surface of the membranes was counted using 0.1% crystal violet dye. In the invasion assay, matrigel (Clontech, Madison, WI) was used in the Transwell chambers (Corning). Cell migration and invasion were qualified by counting six random fields under a microscope.

### Immunofluorescence

AGS cells were grown to confluency on glass coverslips. Cells were fixed with 3.7% paraformaldehyde in phosphate-buffered saline for 20 min. Cells were permeabilized with 0.1% Triton X-100 for 5 min at 4 °C and then blocked with 5% bovine serum albumin in TBST for 1 h. Samples were incubated with primary antibodies overnight for 4 °C and then with appropriate secondary antibodies. Samples were mounted onto slides with mounting medium, and images were acquired using a fluorescence microscope. Images were processed using the Photoshop software (Adobe).

### Luciferase assay

Cells were plated into 24-well plates and cotransfected with 200 ng of psiCHECK-2 plasmids and 50 nmol/l of miR-29a (or NC microRNA) for 48 h. Luciferase activities were then measured using Dual-Luciferase Reporter Assay system (Promega, Madison, WI). Renilla luciferase activity was normalized to firefly luciferase activity.

### In vivo assays

Animal protocols were approved by the Institutional Animal Care and Use Committee of the Renmin Hospital of Wuhan University. Nude mice (4–5-week old) were raised in an specific pathogen-free environment at the experimental animal center of the Renmin Hospital of Wuhan University. Xenograft tumor growth models were established by subcutaneous injection of MFAP2 knockdown cells and NC cells (2 × 10^6^ cells) into the right dorsal flank. Tumor growth in the nude mice was observed for 28 days. Tumor volume (*V*, cm^3^) was evaluated based on tumor length (*L*) and width (*W*) with the following formula: *V* = 1/2 × *L* × *W*^2^. In order to test how MFAP2 affect tumor metastasis, we established metastatic tumor model by giving intravenous tail vein injections of 1 × 10^5^ MFAP2 knockdown cells to two groups of mice. After 7 weeks, the mice were sacrificed, and the tumor nodules formed on the lung and liver surfaces were counted. The tumors were embedded in paraffin for further study. All animal studies were conducted with the approval of the Renmin Hospital of Wuhan University and Use Committee.

### Statistical analysis

The correlation between gene expression and the clinicopathologic features was analyzed by Chi-square test using SPSS 20.0 (International Business Machines, Armonk, NY, USA). Three independent experiments were conducted in cellular studies, and results were analyzed using the two-tailed, unpaired Student’s *t* test. The mean standard deviation (SD) of three independent experiments was determined. Results were expressed as mean ± S.E.M. *P* < 0.05 was considered statistically significant.

## Results

### Identification of DEGs in GC

From the expression profile datasets GSE29272 (*n* = 134), GSE79973 (*n* = 10), and TCGA (*n* = 374), we extracted 1352, 2845, and 3453 DEGs, respectively. Two-dimensional hierarchical clustering showed a marked difference of expression modules of the DEGs (Fig. 2a–c). Taking the intersection of DEGs from the three datasets, we extracted 279 genes differently expressed in the GC tissues compared to normal tissues, including 171 upregulated and 108 downregulated genes (Fig. 2d, Table S1).

**Fig. 2:**
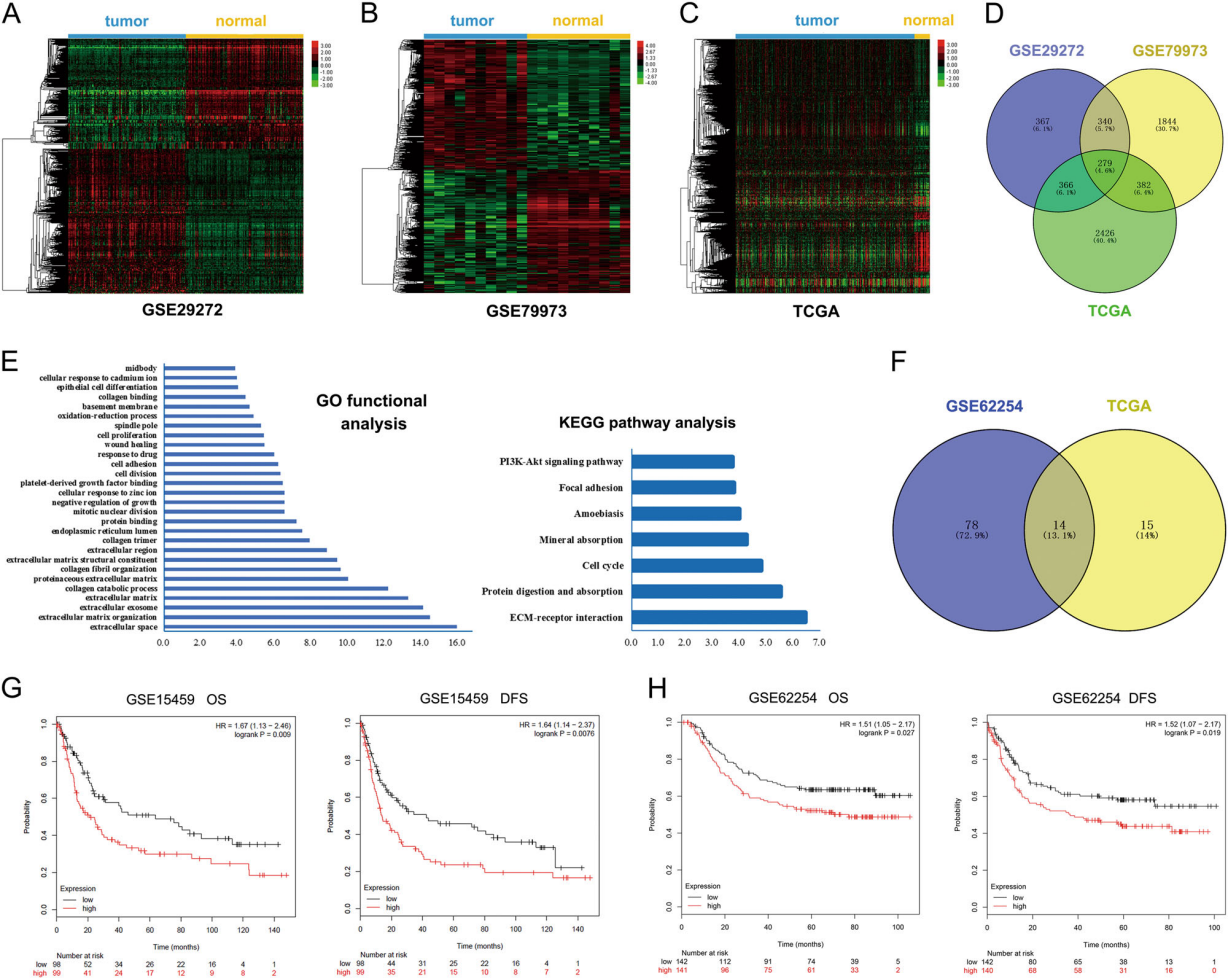
Identification of differentially expressed genes (DEGs) and prognosis-associated genes. **a**–**c** Using two-dimensional hierarchical clustering, 1352, 2845, and 3453 DEGs were identified from the expression profile datasets GSE29272 (*n* = 134), GSE79973 (*n* = 10), and TCGA (*n* = 374), respectively. **d** Taking the intersection of DEGs from the three datasets, 279 DEGs were extracted between GC and normal gastric tissues. **e** DEGs in intersection were mapped onto the DAVID database and subjected to Gene Ontology (GO) functional and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses. GO function and KEGG pathway analysis show that DEGs in intersection are significantly associated with matrix remodeling process. **f** Using data with clinical information from GSE62254 (*n* = 300) and TCGA (*n* = 374), log-rank test was performed to explore the prognostic value of the intersecting DEGs. Ninety-two and 29 genes were closely related to patients’ overall survival in GSE62254 and TCGA, respectively. Taking the intersection of the two datasets, 14 prognostic biomarkers were obtained. **g** Among the 14 prognostic biomarkers, we are most interested in microfibrillar-associated protein 2 (MFAP2). Kaplan–Meier survival for overall survival (OS) and disease-free survival (DFS) of GC patients was performed. OS (*P* = 0.009) and DFS (*P* = 0.008) of GC patients in GSE15459 was significantly negatively associated with the expression of MFAP2. **h** OS (*P* = 0.027) and DFS (*P* = 0.019) of GC patients in GSE62254 was significantly negatively associated with the expression of MFAP2.

### The DEGs in intersection are significantly associated with matrix remodeling process

As shown in Fig. 2e, in GO functional analysis, biological processes of the 279 DEGs were found to focus on the extracellular space (*P* = 1.12 × 10^−16^), ECM organization (*P* = 3.20 × 10^−15^), extracellular exosome (*P* = 7.84 × 10^−15^), ECM (*P* = 5.12 × 10^−14^), etc. In KEGG pathway analysis, ECM–receptor interaction (*P* = 3.56 × 10^−7^), protein digestion and absorption (*P* = 3.03 × 10^−6^), cell cycle (*P* = 1.59 × 10^−5^), and focal adhesion (*P* = 1.63 × 10^−4^) were identified as significant pathways. Collectively, these results implied that the dysregulation of ECM-related proteins are common features in different cohorts.

### Identification of prognostic genes among the DEGs

Using data with clinical information from GSE62254 (*n* = 300) and TCGA (*n* = 374), we further explored the prognostic value of the 279 DEGs. As shown in Fig. 2f, 92 and 29 genes were closely related to patients’ OS in GSE62254 and TCGA, respectively. Taking the intersection of the two datasets, 14 prognostic biomarkers were obtained (Fig. 2f, Tables 1, 2). Most of the 14 genes were closely related to matrix remodeling, which further supported that matrix remodeling is a crucial character of GC progression. Among the 14 genes, most of them have been reported in GC such as the well-known oncogenes PDGFRB^21^, VCAN^22^, and COL18A1^23^, while there were also four genes, MFAP2, OLFML2B, NREP, and COL4A5, that have never been studied in GC. We are especially interested in MFAP2. Kaplan–Meier analysis in cohorts GSE15459 and GSE62254 showed that increased MFAP2 expression revealed poor OS and DFS in GC patients (Fig. 2g, h). Clinical pathology analysis showed that the expression level of MFAP2 was positively correlated with venous invasion and local invasion (Table S2).

**Table 1:** *P* value of the 14 prognosis genes in survival analysis.

Expression in GC		Gene symbol	*P* value of log-rank test	
			GSE62254	TCGA
Up		SPARC	0.004	0.011
		MFAP2	0.006	0.002
		SERPINE1	0.020	0.001
		LOX	0.044	0.002
		PDGFRB	0.004	0.000
		OLFML2B	0.004	0.033
		VCAN	0.039	0.000
Down		COL18A1	<0.001	0.001
		SPON2	0.023	0.012
		COL4A2	0.000	0.013
		CDH11	0.046	0.043
		NRP1	0.002	0.009
		NREP	<0.001	0.006
		COL4A5	0.000	0.029

**Table 2:** Functions of the 14 prognosis-related genes in gastric cancer.

Gene symbol	Description	Roles in matrix remodeling	Roles in cancer	Roles in GC	References
SPARC	A secreted protein, regulates extracellular matrix assembly and deposition, counter-adhesion, effects on extracellular protease activity, and modulation of cytokine signaling pathways	Regulates the assembly, organization, and turnover of the ECM by binding and modulating the deposition of multiple structural components and attenuating the activity of extracellular proteases	Functions as a tumor suppressor in most cancers but promotes metastasis in glioma and pancreatic cancers	Negatively correlated with clinicopathological factors of GC and inhibits VEGF-induced proliferation and metalloprotease-mediated metastasis of GC cells	^46–52^
MFAP2	Associates with fibrillin to create the functional form of the fiber; MFAP2-deficient mice suffered from multiple diseases, including hematostaxis, overweight, diabetes, osteohalsiteresis, and monopenia	Modifies microfibril function, interacts with the active form of TGF-β in ECM, and thus influences fibrosis/inflammation	Contributes to the progress of chronic obstructive pulmonary disease, which probably increases the risk of lung cancer; highly expressed in head and neck squamous cell carcinoma	N.A.	^13–16,53^
SERPINE1	A principal inhibitor of tissue plasminogen activator (tPA) and urokinase (uPA) and hence an inhibitor of fibrinolysis	Stimulates assembly of the fibronectin matrix and remodels the ECM through regulating plasmin	Plays a pro-tumorigenic role by promoting angiogenesis and inhibiting spontaneous apoptosis in cancer cells	Highly expressed in GC, associated with diffuse-type gastric cancer susceptibility	^54–58^
LOX	A secreted copper-dependent amine oxidase, initiates the crosslinking of collagens and elastin, and thus stabilizes fibrous deposits and contributes to tissue strength and integrity in the connective tissue	Cross-links fibers of collagen and elastin by oxidizing lysine residues into an aldehyde to form covalent unions among fibers. These unions insolubilize, stabilize, and harden the ECM	Overexpressed in most cancers and enhances cancer cell proliferation, invasion, metastasis, and angiogenesis. However, LOX has also been shown to have tumor-suppressor function in some studies	A tumor-suppressor gene in GC, associated with the epithelial–mesenchymal transition of GC cells	^59–64^
PDGFRB	A cell surface tyrosine kinase receptor for members of the platelet-derived growth factor family; essential for normal development of the cardiovascular system and aids in rearrangement of the actin cytoskeleton	Binds to integrins and TFG-β to modify ECM	Plays a pro-tumorigenic role by regulating mesenchymal cells of the tumor microenvironment of many common malignancies	Highly expressed in GC, and its overexpression is associated with unfavorable survival in GC patients; phosphorylation of PDGFR-β is correlated with depth of GC invasion	^21,65–68^^,^
OLFML2B	A member of the olfactomedin family, whose products are olfactomedin-domain-containing extracellular proteins capable of binding to proteoglycans, especially chondroitin sulfate-E and heparin	N.A.	N.A.	N.A.	^69,70^
VCAN	A large chondroitin sulfate proteoglycan and a major component of the extracellular matrix; involved in cell adhesion, proliferation, proliferation, migration, and angiogenesis and plays a central role in tissue morphogenesis and maintenance	Exhibits pro-fibrotic activity; forced expression of VCAN in cultured fibroblasts leads to the induction of the myofibroblast phenotype and the production of collagens	Promotes cancer cell motility, proliferation, and metastasis and is associated with poor outcome in many cancer types	Highly expressed in GC and promotes the progress of GC	^22,71–73^
COL18A1	A nonfibrillar collagen of basement membranes. The C-terminal fragment of the protein is termed endostatin and is a potent inhibitor of angiogenesis	Its degradation product, endostatin, interacts with laminin and regulates degradation and structure of basement membrane	Upregulated in most cancer; COL18A1 is degraded during the progression of tumor to release endostatin, an agent exerting an efficient inhibitory effect on tumor angiogenesis and growth	High expression of COL18A1 is associated with poor prognosis in patients with metastatic GC	^23,74–76^
SPON2	A secreted ECM proteins; essential for the initiation of immune responses and represents a unique a pattern-recognition molecule for microbial pathogens	Components of ECM	Unfavorable biomarker for some tumors, including gastric and prostate cancers	Highly expressed in GC and associates with clinicopathological features of GC	^77–80^
COL4A2	A subunit of type IV collagen, the major structural component of basement membranes; involved in hemorrhagic stroke and porencephaly	The C-terminal portion of the protein regulates various functions of myofibroblasts, ECM degradation, as well as stimulation of contractility in myofibroblasts	The C-terminal portion of the protein, known as canstatin, is an inhibitor of angiogenesis and tumor growth; COL4A2 is a diagnostic marker signature for esophageal and prostate cancer	COL4A2 is degraded during the progression of tumor to release canstatin, which induces GC cell apoptosis	^81–86^
CDH11	One of the type II classical cadherins, involved in cell–cell adhesion, potentially playing a role in development and maintenance of bone	Implicated in tissue morphogenesis and architecture, extracellular matrix-mediated tissue remodeling, cytoskeletal organization, and epithelial-to-mesenchymal transition	Promotes invasion and metastasis in prostate and breast cancers; in contrast, CDH11 is silenced by methylation and has a tumor-suppressor role in esophageal, colorectal, and gastric cancer	Silenced by methylation and has a tumor-suppressor role in GC	^87–89^
NRP1	A transmembrane protein essential for vascular and neural development and act as co-receptors for secreted signaling molecules of the class 3 semaphorin and vascular endothelial growth factor A families	Interacts with integrins and promotes integrin-mediated adhesion to ECM fibronectin	A mediator of tumor development and progression, extensively expressed in tumor vasculature; NRP1 overexpression is associated with tumor progression and poor clinical outcome	Promotes growth, invasion, and metastasis of GC; associated with clinicopathology of GC	^90–94^
NREP	Protein involved in cell–cell adhesion, potentially playing a role in neurite extension and nerve regeneration	N.A.	Promotes glioma motility and invasion through the reorganization of actin cytoskeleton at the cell periphery	N.A.	^95,96^
COL4A5	A subunit of type IV collagen, the major structural component of basement membranes; associated with X-linked Alport syndrome	Composes collagen and regulates fibrosis, organization, and morphology of tissues	Prevents cancer cell invasion, growth, and angiogenesis	N.A.	^97–100^

*N.A.* not applicable.

### MFAP2 is upregulated in GC tissues and cell lines

To validate the aberrant expression of MFAP2 in GC, we first observed the mRNA and protein levels of MFAP2 in 28 and 14 paired GC and adjacent tissues, respectively. As expected, most of the GC tissues exhibited significant upregulation of MFAP2 (Fig. 3a, b). Then we examined the expression level of MFAP2 in different GC cell lines and a gastric epithelial-derived cell line, GES-1. As shown in Fig. 3c, GC cell lines expressed more MFAP2 than GES-1. We also found that a previous study had verified that MFAP2 was upregulated in GC among 168 paired samples by immunohistochemistry^24^. These findings demonstrated that MFAP2 was upregulated in GC, implying the importance of them in GC pathogenesis.

**Fig. 3:**
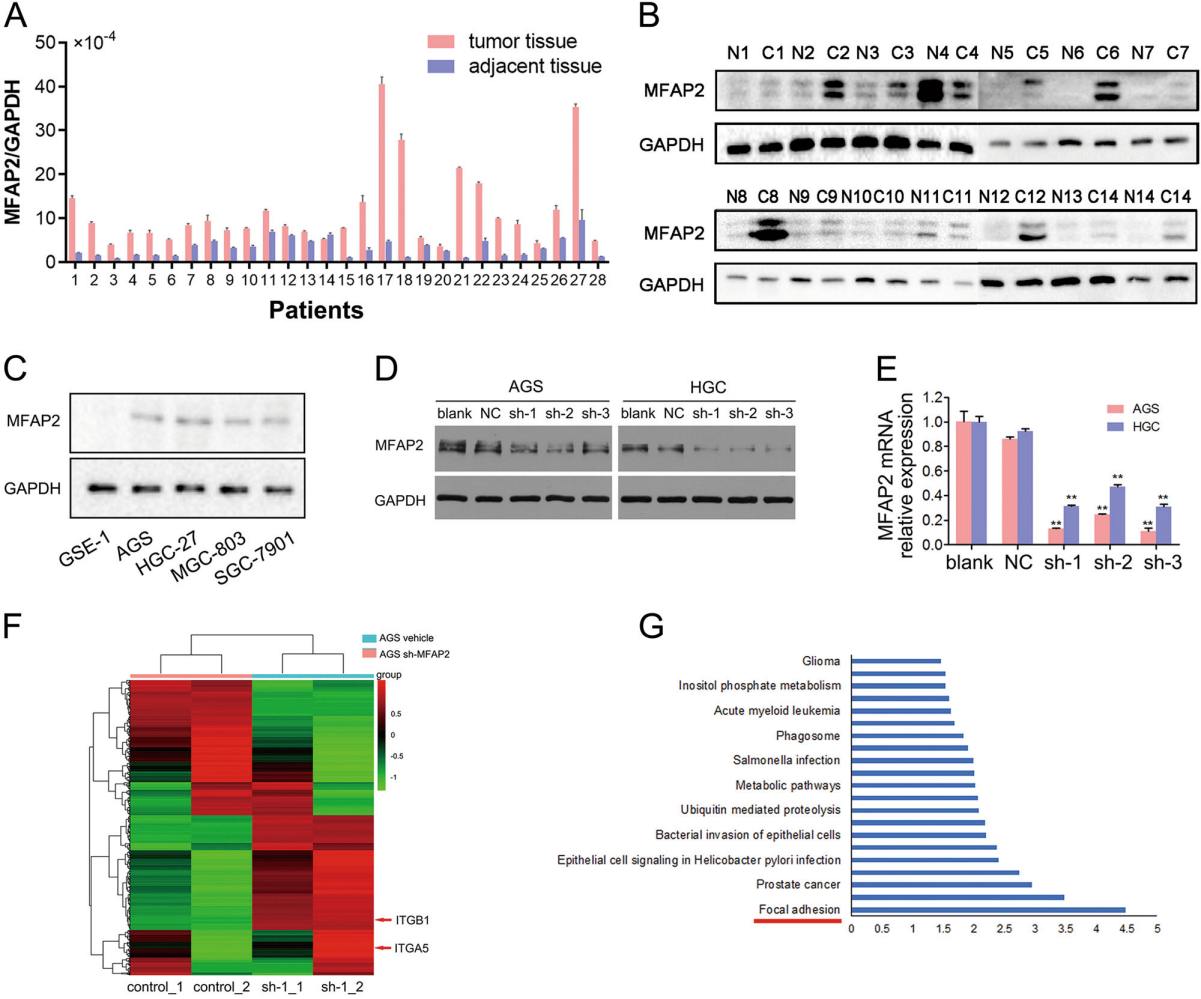
The RNA level of MFAP2 in clinical samples and sequencing analysis on MFAP2 knockdown cell lines. **a** Lysates from paired GC and adjacent normal tissues were analyzed by qPCR for the detection of MFAP2. GAPDH was used as a loading control. Each value presents the mean ± S.E.M. of three independent triplicate experiments. **b** Western blotting analysis of MFAP2 expression in 14 pairs of GC and adjacent tissues. **c** Western blotting analysis of MFAP2 expression in 4 GC cell lines, namely, HGC-27, SGC-7901, MGC-803, and AGS, and the normal gastric cell line GSE-1. GAPDH was used as a loading control. **d** The knockdown of MFAP2 in cells was affirmed by western blot. **e** The knockdown of MFAP2 in cells was affirmed by real-time RT-PCR. RNA sequencing using Illumina HumanHT-12 V4.0 expression beadchip was applied to assess the change of gene expression profile after MFAP2 knockdown in AGS cell line. **P < 0.01 vs. NC. **f** Cluster analysis of gene expression profile after MFAP2 knockdown. Downregulated (green) and upregulated genes (red) were identified. **g** Significantly changed pathways were identified based on Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway database using the Gene Cloud of Biotechnology Information.

### MFAP2 modulates integrin-stimulated FAK activation in GC

In order to elucidate the molecular mechanisms by which MFAP2 influences GC pathogenesis, RNA sequencing was applied to assess the change of gene expression profile after MFAP2 knockdown in AGS cell line. 

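AGS is a cell line established from a human gastric adenocarcinoma, and a short hairpin RNA (shRNA) is a hairpin transcript that the cell turns into a small RNA directed against the mRNA of the chosen gene. RNA was sequenced from 4 libraries of AGS cells, 2 from cells carrying one shRNA against MFAP2 (sh-MFAP2 replicates 1 and 2) and 2 from control cells carrying a scrambled control shRNA (control replicates 1 and 2). The authors deposited a table of 47251 genes and a table of 180500 transcripts with 1 value per library. The values are taken here as FPKM, fragments scaled by the length of the transcript and the depth of the library, because the tables do not name their unit. For the 8962 genes above 1 FPKM in all 4 libraries and with listed transcripts, each gene value was the length-weighted sum of its transcripts over 1 gene length shared by all 4 libraries. The program, genome build and annotation that made the values are not named in the paper's text. Among features with a single transcript longer than 1000 bases, 54.1% to 55.3% of low values fell on whole multiples of one step per library, against 10% by chance. Read as the value of 1 read, that step implies about 60900000 and 54700000 reads for sh-MFAP2 replicates 1 and 2, and 59100000 and 74800000 reads for control replicates 1 and 2. If the reads came in pairs, which the paper's text does not state, these would be 30500000, 27300000, 29600000 and 37400000 fragments. These depths are inferred and are not the authors' read counts.

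MFAP2, the target of the knockdown, lies on chromosome 1 of GRCh38 from 16974502 to 16980835 on the minus strand (GENCODE 29). It was listed at 0 FPKM in both sh-MFAP2 libraries, at 0.0116 FPKM in control replicate 1 and at 0.0138 FPKM in control replicate 2. On the inferred scale these values correspond to 0, 0, 2.00 and 3.01 reads, none clearly above the floor of 3 counts, so no fold change is given and MFAP2 mRNA could not be used to check the labels of the libraries. Further values were analysed as log2(FPKM + 1) for the 9873 genes with a mean of at least 1 FPKM, and the groups were compared with limma. The pseudocount of 1 understates the change of genes with low values. With 2 libraries per group, an exact permutation test of a single gene cannot give a two-sided p below 0.333, so the tests rest on limma's sharing of variance between genes.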

First, we built a stably transfected MFAP2 knockdown cell line and validated it by western and quantitative PCR (qPCR; Fig. 3d, e). As shown by the sequencing, the control groups and MFAP2 knockdown groups were clearly distinguished by hierarchical cluster analysis (Fig. 3f). 

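Average-linkage clustering of the 4 libraries on the log2(FPKM + 1) values of all 9873 genes, with 1 minus the Pearson correlation as the distance, joined the control libraries first, then the sh-MFAP2 libraries, and the groups last. The distance was 0.0530 between the control libraries and 0.0649 between the sh-MFAP2 libraries. Distances between libraries of different groups ran from 0.0646 to 0.0738, so that sh-MFAP2 replicate 2 lay slightly closer to control replicate 1 than to sh-MFAP2 replicate 1. Taking for each library its mean distance to the other group minus the distance to its own replicate, the smallest such margin was 0.00118. The margin fell to -0.000101, and the groups no longer separated, when every gene above 0 in at least 1 library was used. With the 1000 genes of largest variance it rose to 0.0221. The margin over the genes tested was smaller than the difference between the replicate distances of the groups. No p-value is given for 4 libraries.

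**Figure D1:**
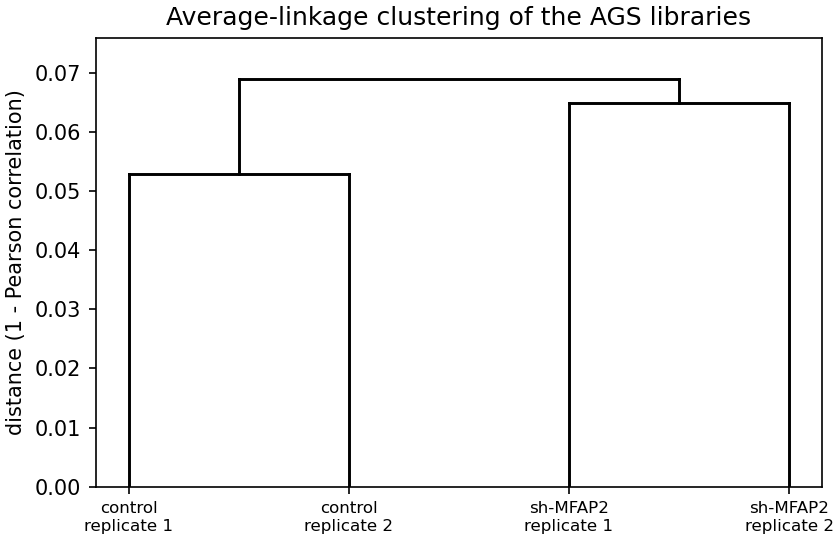
Average-linkage tree of the 4 AGS libraries. The vertical axis is the distance, 1 minus the Pearson correlation of log2(FPKM + 1) over 9873 genes, and horizontal bars mark the distance at which libraries or groups join. The controls join at 0.0530 and the sh-MFAP2 libraries at 0.0649, close below the join of the groups.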

Five hundred and eighty-one DEGs were screened between sh-MFAP2 and control groups. 

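At the thresholds of the paper's supplementary methods, p under 0.01 and adjusted p under 0.05, limma with Benjamini-Hochberg adjustment called 27 DEGs among the 9873 genes tested, 15 higher and 12 lower in sh-MFAP2. The smallest adjusted p was 0.00878. Without adjustment, 296 genes had a p under 0.01 and 1214 genes had a p under 0.05. Among the filters on low values, testing every gene above 0 in at least 1 library moved the number of DEGs most, to 6. Of the 27 DEGs, 19 were listed near 0, under 10% of their highest value, in at least 1 library and at 5 FPKM or more in another, compared with 203 of all genes tested.

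The 5 DEGs with the largest rises and the 5 with the largest falls were all of this kind. RHOB, a single-exon gene on chromosome 2 of GRCh38 from 20447074 to 20449445, was listed at 52.4 and 63.4 FPKM in the sh-MFAP2 libraries and at 0 in both controls. LINC00657, a single-exon lincRNA gene, was listed at 56.5 and 65.5 FPKM against 0 in both controls, and DDX28 at 15.4 and 12.9 FPKM against 0. B3GNT2 had 15.6 and 16.2 FPKM against 0.178 and 0.403 in the controls, and H2AFJ had 14.9 and 9.66 FPKM against 0. In the other direction, MT-TF, a mitochondrial tRNA gene, was listed at 0 and 0.0071 FPKM in sh-MFAP2 and at 34.6 and 38.4 FPKM in the controls. COA3 had 0.184 and 0.112 FPKM in sh-MFAP2 against 29.3 and 25.6 FPKM. CSNK2A3 was listed at 0 in both sh-MFAP2 libraries against 15.7 and 15.4 FPKM, EID2 at 0 against 15.8 and 11.5 FPKM, and the pseudogene UBBP4 at 0.0277 and 0 against 7.54 and 9.05 FPKM. CSNK2A3 and UBBP4 have near-identical copies whose reads the authors' estimation could have split. No fold change is given against a group listed at 0.

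**Figure D2:**
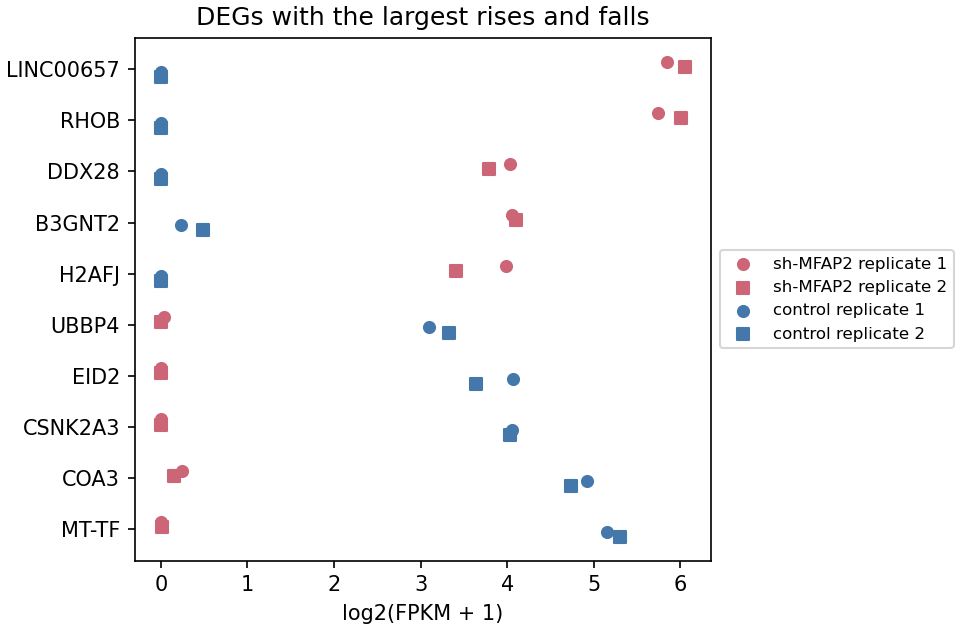
The 5 DEGs with the largest rises and the 5 with the largest falls. The horizontal axis is log2(FPKM + 1), with 1 point per library, red for sh-MFAP2 and blue for control, circles for replicate 1 and squares for replicate 2. Each gene sits at or near 0 in both libraries of one group, as RHOB does in the controls.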

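Focal adhesion genes were examined with a list of 200 genes written under the name of the KEGG pathway before the data were examined, which is not the KEGG release the authors used. All 200 were matched and 114 were among the genes tested. None of the 114 was a DEG (two-sided Fisher's exact test, p = 1), where 0.312 would be expected by chance, and 1 DEG in the list would have been a fold enrichment of 3.21. At an unadjusted p under 0.01 the list held 4 genes, a fold enrichment of 1.17 (two-sided Fisher's exact test, p = 0.587). At an unadjusted p under 0.05 it held 14 genes, a fold enrichment of 0.999 (two-sided Fisher's exact test, p = 1). No gene of the list passed 0.05 when adjusted over the list alone. As a whole the list was lower in sh-MFAP2, with a median log2 fold change of -0.16, 79 genes lower and 35 higher. The median log2 fold change over all genes tested was -0.05. With quantile normalization or scaling by median of ratios, which bring that median to -8.72e-05 and -0.01, the list's median was -0.11. Limma's camera with a preset correlation of 0.01 between genes gave an adjusted p = 0.036 over the 10 lists tested. This call did not hold under fry (adjusted p = 0.156 in limma) or with the correlation estimated from the libraries (adjusted p = 0.577 in limma). It also did not hold after a trend on transcript length and GC content was removed, an alternative chosen after seeing the data (adjusted p = 0.062 in limma). Of the other pathways shown in Fig. 3g that were tested with lists made the same way, bacterial invasion of epithelial cells had a median log2 fold change of -0.23 (camera adjusted p = 0.036 in limma), a call that did not hold under fry (adjusted p = 0.178) or with an estimated correlation (adjusted p = 0.436) either. The median log2 fold change was -0.12 for prostate cancer (camera adjusted p = 0.139 in limma) and -0.11 for ubiquitin mediated proteolysis (camera adjusted p = 0.265 in limma).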

Pathway analysis indicated that genes regulating focal adhesion were most significantly disrupted after MFAP2 knockdown (enrichment score = 6.82, *P* = 3.28 × 10^−5^, FDR = 0.005, Fig. 3g). Together with lamellipodia formation and cell polarization, adhesion to ECM via specific focal adhesion points has long been regarded as an essential step in cancer cell migration and invasion, which is mediated by integrin signal^25,26^. We noticed that both of ITGB1 and ITGA5 were downregulated after MFAP2 knockdown in RNA sequencing (Fig. 3e). This result was also validated by qPCR (Fig. 4e). Furthermore, western blotting was used to examine the expression of the integrin-stimulated FAK pathway in the MFAP2 Knockdown HGC-27 and AGS cells. 

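ITGB1 encodes the integrin subunit beta 1 and lies on chromosome 10 of GRCh38 from 32900319 to 33005792 on the minus strand. Its values were 56.6 and 51.2 FPKM in sh-MFAP2 replicates 1 and 2, and 78.1 and 86.4 FPKM in control replicates 1 and 2. Both sh-MFAP2 libraries were below both controls, and the log2 fold change was -0.60 (standard error 0.124, adjusted p = 0.330 from limma with Benjamini-Hochberg adjustment over 9873 genes). The unadjusted p-value of limma was 0.00973. With each library left out in turn, the log2 fold change of ITGB1 stayed between -0.67 and -0.53. On the inferred scale, 16820 to 38830 reads lay behind each ITGB1 value, so that counting error was small against the difference between replicates.

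ITGA5 encodes the integrin subunit alpha 5 and lies on chromosome 12 from 54395261 to 54419460 on the minus strand. It had 5.81 and 4.86 FPKM in the sh-MFAP2 libraries and 5.47 and 6.50 FPKM in the controls. The values of the groups overlapped, since sh-MFAP2 replicate 1 was above control replicate 1. The log2 fold change was -0.14 (standard error 0.147, adjusted p = 0.689 from the same test), a difference within the spread between replicates. It moved between -0.25 and -0.03 with each library left out in turn. From the lower values of both integrin subunits in the sequencing, the paper went on to examine them by qPCR and western blotting.

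**Figure D3:**
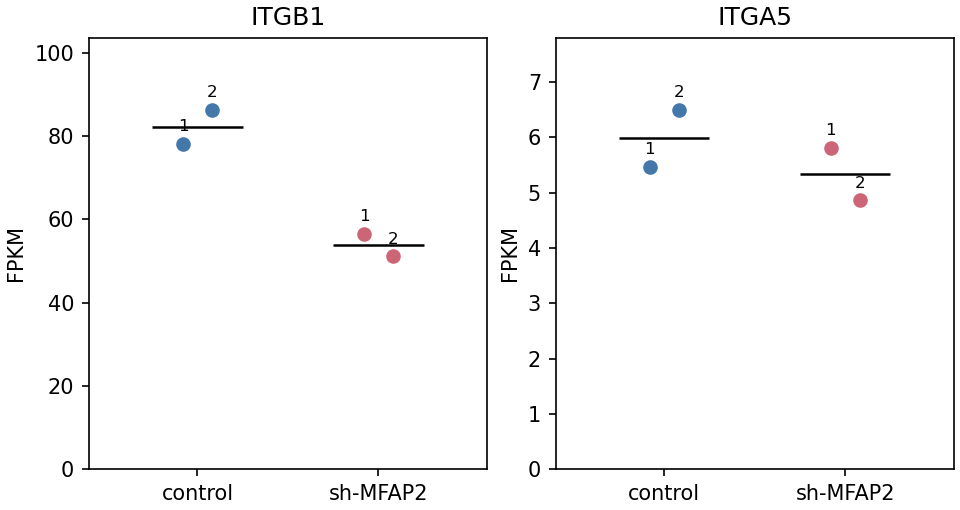
FPKM of ITGB1 (left) and ITGA5 (right) in the control and sh-MFAP2 libraries of AGS cells. Points are single libraries marked with their replicate number, and horizontal lines are the means of the 2 libraries. The ITGB1 points of sh-MFAP2, 56.6 and 51.2 FPKM, lie below both controls, whereas the ITGA5 points of the groups overlap.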

As we expected, the expression of ITGB1, ITGA5, FAK, PXN, ERK1/2, PFAK (Tyr397), PPXN (Tyr118), and PERK1/2 (T202/Y204) were all prominently downregulated in the MFAP2 knockdown cells compared with the negative control (Fig. 4f). Based on the above study, we further explored FAK-associated phenotype on MFAP2 knockdown GC cell lines. As shown, HGC-27 and AGS cells displayed a lower cell proliferation rate than control cells after MFAP2 knockdown (Fig. 4b). What is more important, knockdown of MFAP2 suppressed the wound healing (Fig. 4c, d), migration, and invasion rates of AGS and HGC-27 cells (Fig. 4a). FAK is known as a crucial oncogene and promotes cell motility, survival, and proliferation, while in our current results, silencing of MFAP2 markedly inhibited FAK activation^27^. To explore whether the re-activation of FAK could rescue the effect of MFAP2 silencing, a widely used FAK activator fibronectin was applied^28^. As shown by immunostaining, the focal adhesion formation was significantly activated or re-activated by fibronectin (Fig. 4g). In the subsequent wound healing assays, AGS cells treated with fibronectin (10 μg/ml) showed stronger motility than the control group even after MFAP2 knockdown (Fig. 4h). Based on these results, we concluded that MFAP2 could possibly modulate integrin-stimulated focal adhesion formation and then work on motility and proliferation. Moreover, the effect of silencing MFAP2 could be rescued by activating FAK and paxillin.

**Fig. 4:**
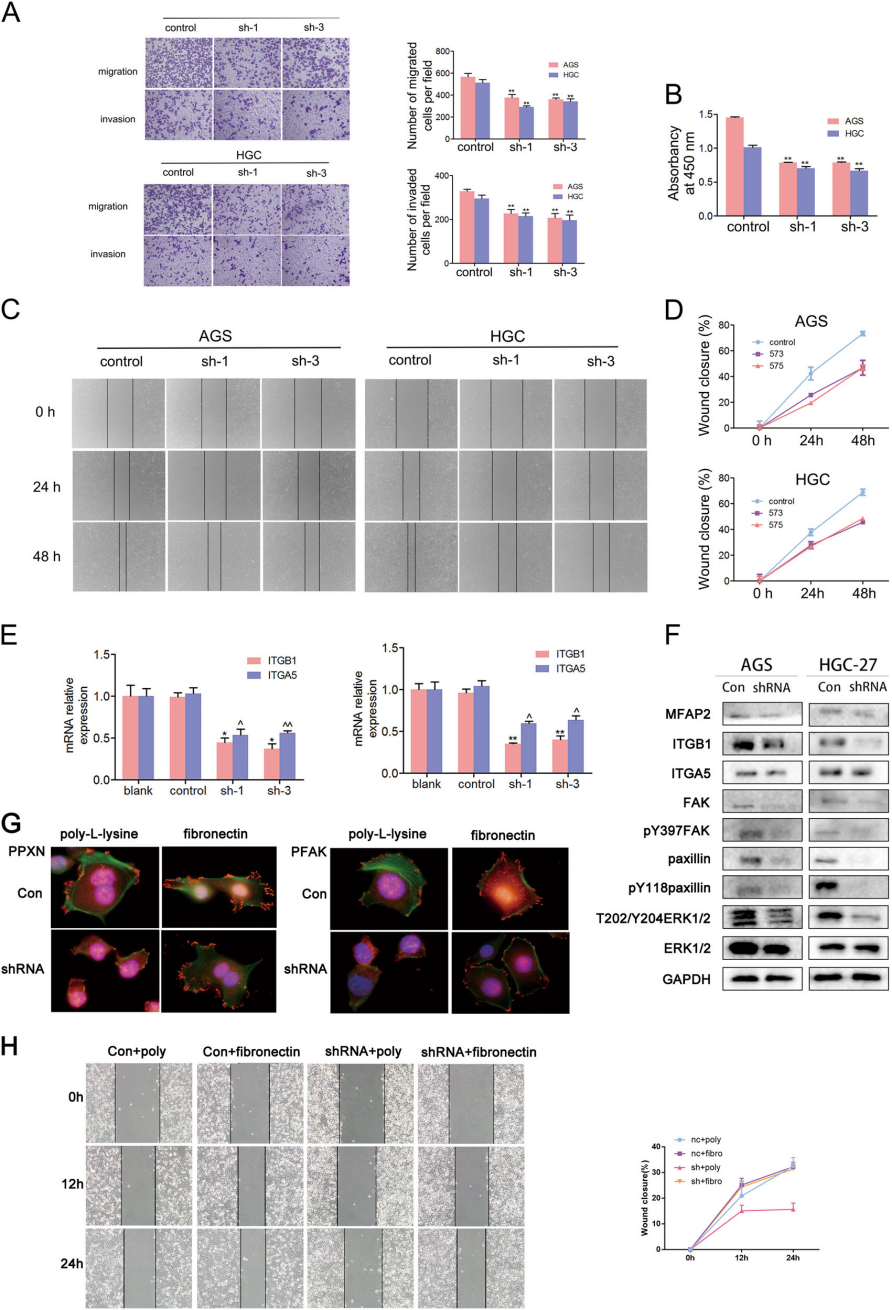
MFAP2 modulates proliferation, migration, and invasion of GC cells through integrin-stimulated focal adhesion kinase activation. **a** Cell migration was evaluated by cell wounding assay. **b** Wound width was quantified in eight fields per dish. **c** Cell migration and invasion were evaluated by migration and invasion assay. **d** The effect of MFAP2 knockdown on GC cell proliferation was determined by MTT assay. **e** Lysates from MFAP2 knockdown and scramble control cells were analyzed by qPCR to validate the downregulation of ITGB1 and ITGA5 after MFAP2 knockdown. GAPDH was used as a loading control. Each value presents the mean ± S.E.M. of three independent triplicate experiments. *P < 0.05 vs. blank, **P < 0.01 vs. blank, ^*P* < 0.05 vs. control, ^^*P* < 0.01 vs. control. **f** Western blotting analysis of MFAP2 knockdown and scramble control cells was performed to validate the downregulation of ITGB1 and ITGA5 and to explore the inhibition effect on FAK and paxillin after MFAP2 knockdown. **g** Fibronectin as a FAK activator was pre-added into Control and shMFAP2 cells. Immunostaining showed focal adhesion formation (×100, Green: F-actin, Red: pY118paxillin or pY397FAK, Blue: hoechst). **h** Wound healing assays showed that fibronectin significantly rescue AGS cells motility after MFAP2 knockdown (wound width was quantified in eight fields per dish).

### Altering MFAP2 expression has profound effects on tumor growth and metastasis in vivo

To better demonstrate influence of MFAP2 on proliferation and motility of GC cells, we performed nude mice xenograft assay and tail vein injection assay. For the xenograft assay, nude mice were subcutaneously injected with HGC-27 cells that had stably knocked down MFAP2 or empty vector as control. Tumor volumes were measured every 3 days after inoculation. Hematoxylin and eosin (H&E) staining was used to confirm that the nodules developed in mice were tumors (Table S3). Remarkably, we observed that the tumors formed by MFAP2 knockdown HGC-27 cells grew clearly slower than those formed by control cells (Fig. 5a, b). To evaluate the effects of MFAP2 on tumor metastasis in vivo, two groups of eight mice each were injected intravenously into the tail vein with MFAP2 knockdown or control cells, respectively. After 6 weeks, the mice were sacrificed, and the metastatic nodules in the lung and liver surfaces were counted. A significantly fewer number of metastatic nodules were induced at the surface of the lungs and livers of mice injected with the MFAP2 knocked down cells than in those with the control cells (Fig. 5f, g). H&E staining confirmed that the nodules on the surfaces of mice lungs and livers were metastatic tumors (Fig. 5d, e).

**Fig. 5:**
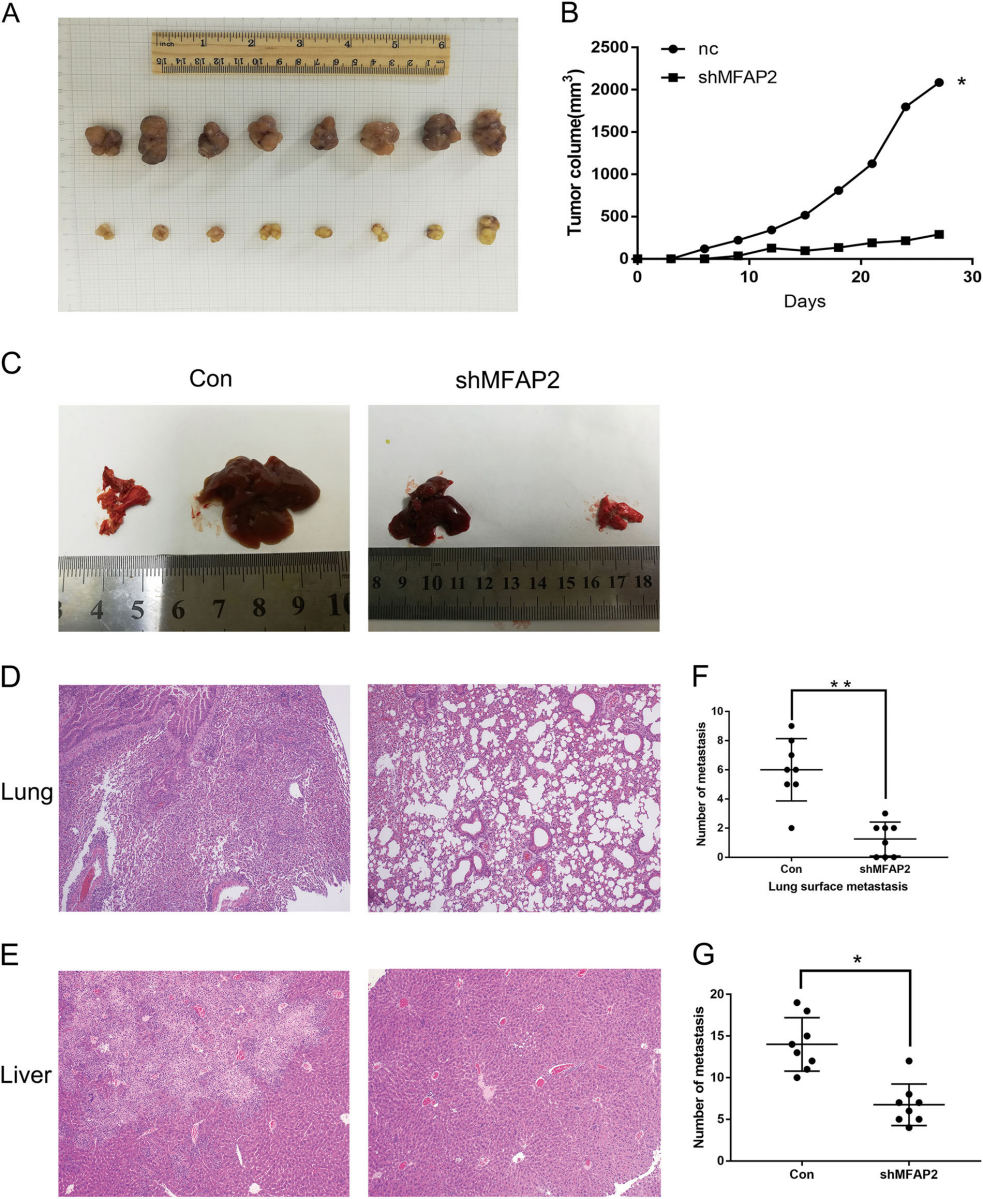
Silencing of MFAP2 by shRNA inhibited tumorigenicity and metastasis in nude mice. **a** Image of the xenograft tumors formed in nude mice injected with shRNA silencing of MFAP2 and scrambled shRNA control cells (NC). *P < 0.05. **b** Volume of xenograft tumors are summarized. **c** Representative images of metastatic tumor nodules in the lung and liver section of nude mice intravenously injected with MFAP2 knockdown and scrambled shRNA control cells (NC). **d**, **e** Representative images of H&E in the lung and liver section of nude mice (original magnification: ×40, calibration bar 125 μm). **f**, **g** Number of metastatic tumor nodules in the lung and liver are compared between nude mice injected with MFAP2 knockdown and scrambled shRNA control cells. **P < 0.01, *P < 0.05.

### Extracellular MFAP2 also modulates GC cells’ FAK activation

According to previous researches and literatures, MFAP2 was an ECM protein whose function is to help structure elastic fibers^16^. So we explored whether the extracellular MFAP2 could influence focal adhesion formation. MFAP2 recombinant protein was added to the AGS and HGC-27 cell lines. Notably, treated with MFAP2 recombinant protein greatly enhanced migration and invasion rates of AGS and HGC-27 cells in Transwell assays (Fig. 6a). Then we added MFAP2 into AGS cell line at different concentrations and time gradients. As shown in picture, MFAP2 rapidly activated paxillin, FAK, and ERK1/2 in a time- and concentration-dependent manner (Fig. 6b, c). Immunostaining with pY118paxillin and F-actin showed that AGS cells rapidly made new focal adhesions after treating with MFAP2 recombinant protein (Fig. 6d, e). The expression of integrin α5β1 was reported to be correlated with ERK activity, and as an important downstream kinase of FAK, the activity of ERK1/2 was also closely related to MFAP2 knockdown or exogenous MFAP2 treatment^29,30^. Therefore, we interrogated whether the integrin expression was modulated in an ERK1/2 activation-dependent way. The AGS cell line was treated with an ERK1/2 inhibitor LY3214996 (200 nM) 2 h before exposure to MFAP2 recombinant protein. As shown, the expression of ITGA5 and ITGB1 significantly increased after MFAP2 treatment, while the expression remained unchanged when ERK1/2 inhibitor was pretreated (Fig. 6f). In conclusion, our results revealed that the extracellular MFAP2 was also strongly correlated with focal adhesion formation and mainly function through integrin α5β1 receptor. Moreover, MFAP2-modulated integrin expression was partially through ERK1/2 activation.

**Fig. 6:**
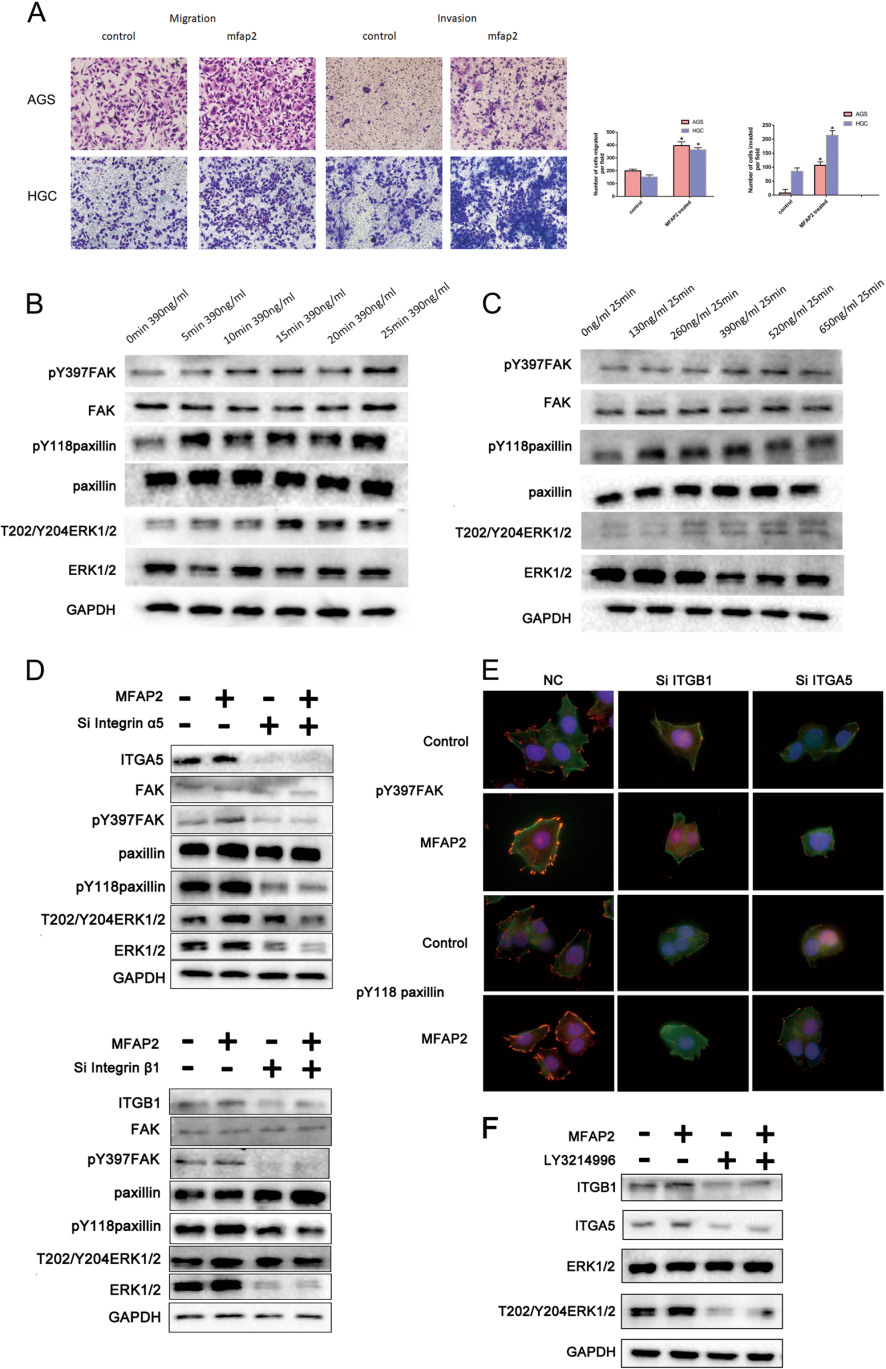
The extracellular MFAP2 activated focal adhesion kinase and regulated motility. MFAP2 recombinant protein was added into AGS and SGC-7901 cells. **a** Cell migration and invasion were evaluated by Transwell assay. **b** The effect of MFAP2 on FAK/paxillin/ERK tyrosine phosphorylation at different time gradients (390 ng/ml for 0, 5, 10, 15, 20, 25 min). *P < 0.05 vs. control. **c** The effect of MFAP2 on FAK/paxillin/ERK tyrosine phosphorylation at different concentration gradients (0, 130, 260, 390, 520, 650 ng/ml for 25 min). **d**, **e** Western blot and immunostaining showed the effect of MFAP2 on control or si ITGA5/ITGB1 AGS cell focal adhesion formation (×100, Green: F-actin, Red: pY118paxillin or pY397FAK, Blue: hoechst). **f** Western blot showed the effect of MFAP2 on DMSO or LY3214996-treated AGS.

### Identification of MFAP2 as a novel target for miR-29

The mechanism of MFAP2 upregulation in GC tissues remained to be solved. We first investigated whether MFAP2 locus is amplified in human cancers using TCGA data on cBioPortal. However, the incidence of homozygous gain of MFAP2 locus was quite low (Fig. S1). We then explored whether the promoter region of MFAP2 was methylated low in human cancers using TCGA data available on MethHC. As shown, the methylation level of MFAP2 promoter was also not significantly decreased in cancer tissue (Fig. S2). Therefore, we focused on miRNA, another key factor contributing to gene expression regulation. Three databases, including TargetScan, miRanda, and miRWalk, were used to search potential microRNAs that are complementary to the 3’-untranslated region (UTR) of MFAP2. Only those miRNAs predicted by all of these methods were considered. One candidate identified was miR-29 family, whose family members miR-29a, miR-29b, and miR-29c all have two complementary sites to 3’-UTR of MFAP2 (located at 4–12 and 51–68, respectively, Fig. 7a, Fig. S3). miR-29 family is downregulated in GC^31,32^. After transfection with miR-29a, b and c, we observed that MFAP2 was downregulated on both mRNA and protein levels in AGS and HGC-27 cells (Fig. 7b, c). Among the miR-29 family, miR-29a transfection induced the most significant decrease of MFAP2 expression. Cells co-transfected with a miR-29a and wild-type MFAP2 3’-UTR presented a significant decrease in luciferase activity; however, in the mutant groups, much less changes in luciferase activity was observed (Fig. 7d). The luciferase reporter assay suggested that miR-29 family suppressed the transcription of the MFAP2 by targeting MFAP2. Further analysis of GC samples revealed the significant reciprocal association of expression levels between MFAP2 with miR-29a (Fig. 7e). FAK and paxillin are crucial integrin interactors and focal adhesion markers^25,33^. In AGS and HGC-27 cells, we observed that ITGB1, ITGA5, FAK, pY397FAK, paxillin, and pY118paxillin were downregulated after transfection with miR-29a mimics and upregulated after transfection with miR-29a inhibitors, which mimic the effects of MFAP2 knockdown or overexpression (Fig. 7f). To better visualize the correlation between MFAP2 and miR29a, we transfected AGS with miR-29a or scrambled control, and after 48 h, MFAP2 recombinant protein was added to activate the focal adhesion formation. As shown, treatment with MFAP2 could rescue the inhibition of miR29a on focal adhesion formation (Fig. 7g, h). Collectively, our results indicate that MFAP2 is a direct target of miR-29 family, and its dysregulation may have resulted from the loss of miR-29 family in GC.

**Fig. 7:**
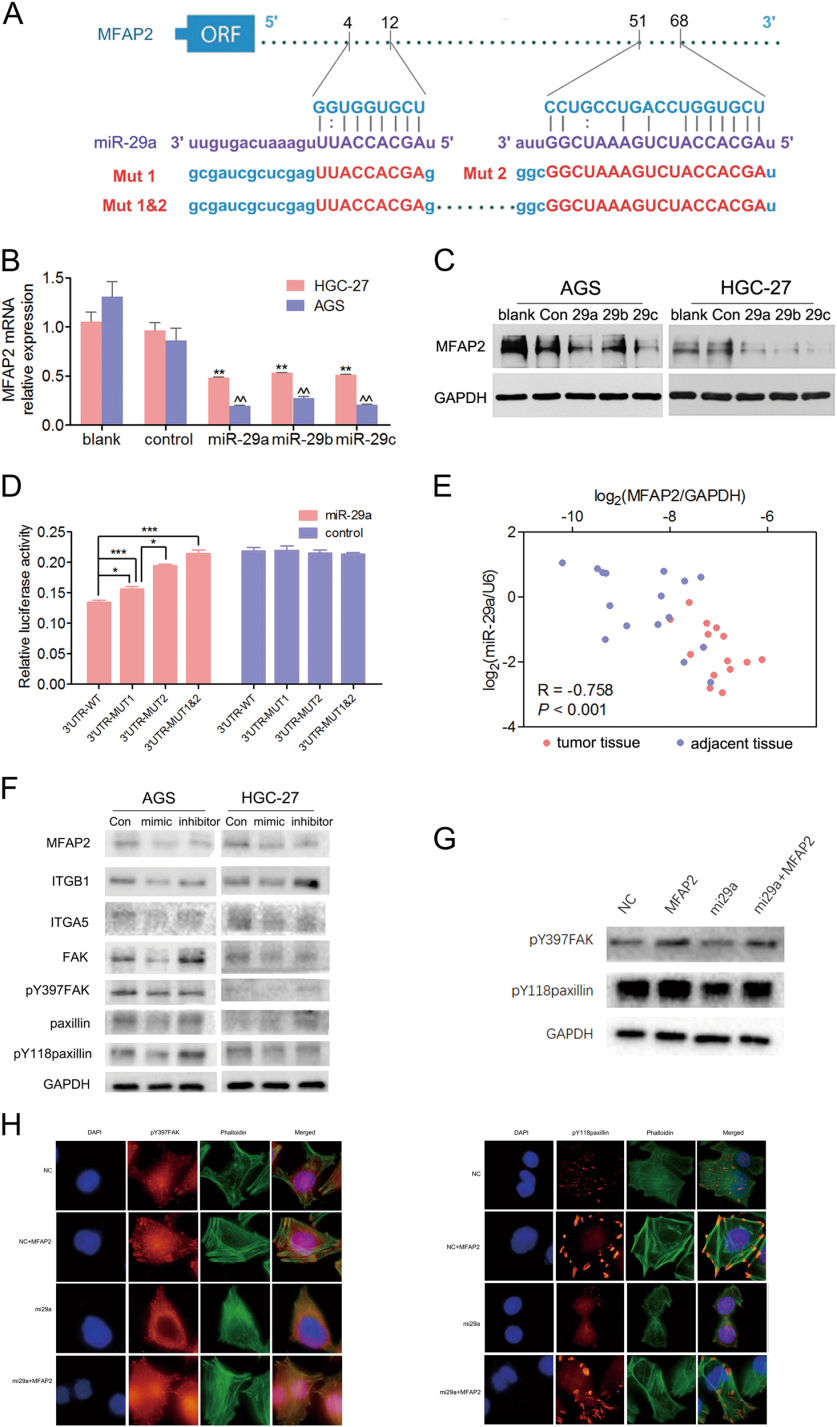
Identification of MFAP2 as a novel target for miR-29. **a** The target sites of miR-29a in 3’-UTR of MFAP2 are shown as a schematic representation. **b** Real-time RT-PCR showed the expression of MFAP2 mRNA in AGS and HGC-27 cells transfected with miR-29a mimics or inhibitors. **P < 0.01 vs. blank, ^^*P* < 0.01 vs. control. **c** Western blotting assays showed the expression of MFAP2 protein in AGS and HGC-27 cells transfected with miR-29a mimics or inhibitors. **d** Wild-type or mutant 3’-UTR constructs of MFAP2 were cloned into a psi-CHECK2 vector, respectively, and cotransfected with miR-29a mimics in HEK293 cells. Renilla luciferase activities were normalized to firefly luciferase activities. All assays were performed in triplicates and repeated at least three times. ***P < 0.001, **P < 0.01, *P < 0.05. **e** An inverse correlation was found between miR-29a expression and MFAP2 in GC samples (Spearman’s correlation, *P* < 0.001, *R* = −0.758). Each value presents the mean ± S.E.M. of three independent triplicate experiments. ***P < 0.001, **P < 0.01. **f** Western blotting analysis was performed to examine the expression change of ITGB1, ITGA5, FAK, and paxillin in AGS and HGC-27 cells transfected with miR-29a mimics or inhibitors. **g**, **h** Western blot and immunostaining showed that mi29a inhibited activation of FAK and paxillin while this inhibition could be rescued by MFAP2 (Green: F-actin, Red: pY118paxillin or pY397FAK, Blue: hoechst).

## Discussion

Gene expression profile data were typically produced on a small scale in most studies, and the list of DEGs from different studies showed distressing inconsistency^5–8^. Even though some important “driver genes” in GC have been obtained from DEGs, excessive attention to single gene function may miss important changes of biological characters, which are often determined by a set of genes acting in concert^34^. Many hallmarks of cancer have been presented such as sustaining proliferation, resistance to cell death, enhancing angiogenesis, and activating metastasis^35^. In this study, via integrative reanalysis of several expression profile datasets, we identified a novel, generalizable hallmark of GC: matrix remodeling.

In this study, we obtained 14 genes associated with prognosis of GC patients. Most of them participate in matrix remodeling during cancer progression, including MFAP2. MFAP2 plays a vital role in the regulation of integrin signal pathway in cancer cell–ECM interaction. The intracellular form of MFAP2 can induce the transcription of integrin α4 in human osteosarcoma cell line SAOS-2^13^; in vascular development, MFAP2 defect will result in the reduction of integrin–matrix interaction^36^; our findings highlight the capability of MFAP2 to modify the phenotype of GC cells, partly by upregulating integrin α5β1. In this study, we concluded that MFAP2 might be an activator of integrin/FAK/ERK1/2 signaling in GC progression; however, it may also function importantly in GC carcinogenesis. In this work, there is only preliminary research on the role of MFAP2 in GC and many issues remain to be addressed. MFAP2 may exert oncogenic function by alternative mechanism. MFAP2 is associated with microfibrils in ECM and can also induce the expression of other matrix remodeling genes, such as VCAN^13^. Predictably, MFAP2 dysregulation will greatly change the status of ECM in cancer microenvironment and further modulate the phenotypes of cancer cells. Intriguingly, MFAP2 was also found to be an unfavorable indicator in multiple other cancers such as liver cancer, pancreatic cancer, renal cancer, and cervical cancer in our unpublished data. The mechanism of how MFAP2 exhibits functions in cancers remains to be studied in detail. In this study, we made a hypothesis that extracellular form of MFAP2 is produced by GC cells and promotes disease progression via autocrine secretion. Protein carriers between cancer cells and ECM such as exosome were potential mediators to transport MFAP2 to cancer microenvironment, and this need to be further explored and validated. Cancer-associated fibroblast is also an important regulator in matrix remodeling and whether it can secrete MFAP2 and participate in the deposition of MFAP2 are also worth studying. What is more, except for MFAP2, among these 14 genes, OLFML2B, NREP, and COL4A5 have not been investigated in GC previously, and they are also candidates for further functional studies.

MiRNA consists of short noncoding sequences that combine with target genes and inhibit gene expression by mRNA translational repression or degradation^37^. It has been demonstrated that miR-29 is downregulated in most cancers including GC^31,38–42^. Many downstream genes of miR-29 are matrix remodeling-related genes. For example, miR-29 mediates TGF-β1-induced ECM synthesis through activating Wnt/β-catenin pathway in human pulmonary fibroblasts^43^; in breast cancer tissues, miR-29 inhibits ECM network genes^44^; in pancreatic cancer, loss of miR-29 is correlated with a significant increase in ECM deposition^45^. In this study, we identify that MFAP2 is a direct target gene of miR-29, not only explaining the possible mechanisms of MFAP2 high expression in GC but also helping make the fact more explicit that miR-29 family is the crucial miRNA in matrix remodeling. A single miRNA can regulate multiple genes involved in a biological process. Some researchers think that, compared with conventional pharmacological approaches, the use of miRNA as a therapeutic agent may be more effective in some diseases^45^. Our results suggest that MFAP2 dysregulation partially resulted from loss of miR-29 family in GC, and miR-29-based therapy is promising in reversing aberrant ECM status of GC.

## Conclusion

In conclusion, our findings indicated that matrix remodeling is crucial in the development of GC. This study also provided potential biomarkers and therapy targets for GC and identified miR-29/MFAP2/integrin α5β1/FAK/ERK1/2 as an important oncogenic pathway in GC progression.

## Supplementary information

supplementary material legends

supporting information

Supplementary Figure 1. Cross-cancer summary of homozygous mutations and copy number variations of MFAP2 in all cancers available on cBioPortal.

Supplementary Figure 2. Cross-cancer summary of methylation level of MFAP2 promoter in all cancers available on MethHC.

Supplementary Figure 3. Target sites of miR-29b and miR-29c in 3’-UTR of MFAP2.

Supplementary Table 1. 279 differently expressed genes in gastric cancer tissues compared with normal tissues.

Supplementary Table 2. Correlation between MFAP2 expression and clinicopathological features in 300 patients with GC (GSE62254).

Supplementary Table 3. H&E of nude mice xenograft tumors.

## Data Availability

The datasets analyzed during the current study are available in the GEO repository with accession numbers GSE29272, GSE79973, GSE62254 and GSE15459 [http://www.ncbi.nlm.nih.gov/geo/] and the TCGA repository [https://cancergenome.nih.gov/]. The datasets generated during the current study are available in the GEO repository and assigned accession number GSE114796.

# Supplementary material for: MFAP2 is overexpressed in gastric cancer and promotes motility via the MFAP2/integrin α5β1/FAK/ERK pathway
**Source:** Oncogenesis. 2020 Feb 13;9(2):17. doi: 10.1038/s41389-020-0198-z
**Supplement:** Supplementary file 1 — supplementary material legends

**Supplementary legends:**

**Supplementary Table 1. 279 differently expressed genes in gastric cancer tissues compared with normal tissues.**

**Supplementary Table 2. Correlation between MFAP2 expression and clinicopathological features in 300 patients with GC (GSE62254).**

**Supplementary Table 3. H&E of nude mice xenograft tumors.**

**Supplementary Figure 1.** **Cross-cancer summary of homozygous mutations and copy number variations of MFAP2 in all cancers available on cBioPortal.** The incidence of homozygous gain of MFAP2 locus was quite low.

**Supplementary Figure 2. Cross-cancer summary of methylation level of MFAP2 promoter in all cancers available on MethHC.** The methylation level of MFAP2 promoter was not significantly decreased in cancer tissues.

**Supplementary Figure 3. Target sites of** **miR-29b and miR-29c in 3’-UTR of MFAP2.**

# Supplementary material for: MFAP2 is overexpressed in gastric cancer and promotes motility via the MFAP2/integrin α5β1/FAK/ERK pathway
**Source:** Oncogenesis. 2020 Feb 13;9(2):17. doi: 10.1038/s41389-020-0198-z
**Supplement:** Supplementary file 2 — supporting information

**Methods and materials**

**Description of gene expression data**

Four independent mRNA expression microarray datasets (GSE29272, GSE79973, GSE62254 and GSE15459) were downloaded from the GEO database ([http://www.ncbi.nlm.nih.gov/geo/) [5-9,17](http://www.ncbi.nlm.nih.gov/geo/)%20%5b5-9,17)]. Among these data sets, GSE29272 was based on an Affymetrix Human Genome U133A Array platform (GPL96), including 134 pairs of matched GC and adjacent normal gastric tissues. GSE79973 was based on an Affymetrix Human Genome U133 Plus 2.0 Array (GPL570), including 10 pairs of matched GC and adjacent normal gastric tissues. GSE62254 was based on GPL570, including 300 GC tumors with clinicopathological and prognostic information. TCGA database containing mRNA profile of 374 GC tumor and 33 non-cancers samples.

**Total RNA isolation and qRT-PCR**

Total RNA was isolated from paired GC/normal gastric tissues and cells using TRIzol reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s instructions. 1 μg of RNA was reverse transcribed into 20 μl of cDNA using a reverse transcription kit (Promega, Madison, WI, USA). PCR amplification was performed with the CFX96 Real Time System (Bio-Rad, Hercules, CA) using SYBR Premix Ex Taq^TM^ (Takara, Japan). relative gene expression levels were calculated using the 2−ΔΔCt method. GAPDH was used as the internal control. Primers used in the present study are as following: MFAP2, forward 5′-CCAACCCCAGAACCAGGAAA-3′ and reverse 5′-CACGGCGGAGGCTGTAGAAG-3′; miR-29a, forward 5′-TAGCACCATCTGAAATCGGTTA -3′; miR-29b, forward 5′-TAGCACCATTTGAAATCAGTGTT -3′; miR-29c, forward 5′-TAGCACCATTTGAAATCGGTT-3′; miR-29a/b/c reverse: Uni-miR qPCR primer; ITGB1, forward 5′- GTTCAGTTTGCTGTGTGTTTGC-3′ and reverse 5′- ATCCTCTGGCTTGAGCTTCTCT-3′; ITGA5, forward 5′- GCTCTAAGCCTTCCCAGGTTCT-3′ and reverse 5′- GAGGCACTAGCGGACACGAT-3′; and GAPHD, forward 5′-CCCATCACCATCTTCCAGGAG-3′ and reverse 5′-CTTCTCCATGGTGGTGAAGACG-3′.

**Cell culture**

GC cell lines AGS, HGC-27, MGC-803, SGC-7901 were obtained from Procell Life Science & Technology Co.,Ltd (Wuhan, China). GC cell lines were maintained in Dulbecco’s modified Eagle medium (Gibco, 11320033) with 10% fetal bovine serum (Gibco, 10099141C). Procell has authenticated cell lines before our using according to STR fingerprinting and provide corresponding certificates (Wuhan, China).

**Western blotting**

The total proteins of paired GC/normal gastric tissues and cells were extracted, and protein concentration was determined using Bradford method. 20 μg protein extracts were electrophoresed in 10% SDS-PAGE, and transferred onto nitrocellulose membrane (Millipore, Billerica, MA). After blocking with 5% nonfat milk, the membranes were incubated with the primary antibodies against MFAP2, ITGB1 (Cell Signaling Technology, Beverly, US, #34971), ITGA5 (Cell Signaling Technology, Beverly, US, #98204), FAK (Cell Signaling Technology, Beverly, US, #3285), Py397FAK (Abcam, Cambridge, MA, #ab81298), paxillin (Invitrogen, Carlsbad, CA, USA, #ab32084), pY118 paxillin (Invitrogen, Carlsbad, CA, USA, #44-722G), ERK1/2 (Santa Cruz Biotechnology, Dallas, TX, #sc-514302), T202/Y204 ERK1/2 (Santa Cruz Biotechnology, Dallas, TX, #sc-81492), and GAPDH (Santa Cruz Biotechnology, Dallas, TX, #sc-47724) overnight at 4 °C. Subsequently, membranes were incubated with horseradish peroxidase (HRP)-labeled secondary antibody (Cell Signaling Technology, Beverly, US) for 1 h. Then the signals were detected using an enhanced chemiluminescence kit (Thermo, San Jose, CA).

**Lentivirus transfection**

Cells were plated in six-well plates at a confluence of 20-30%. After incubation of 12 h, we infected cells with MFAP2 sh-RNA or scrambled control-shRNA-expressing lentiviruses (Genepharma, Suzhou, China) using a supernatant fluid containing an appropriate viral titer. The viral supernatant was replaced with fresh media after incubating at 37°C for 12 h. The infected cells were selected using 10 μg/ml puromycin in DMEM (Sigma-Aldrich, St Louis, MO) for 4 weeks. Successful infection was examined *via* expression of green fluorescent protein observed by an inverted fluorescence microscope (Leica DMI4000 B; Leica Microsystems GmbH, Wetzlar, Germany).

**Analysis of microarray data**

The gene expression signals were normalized using log_2_ transformation. Hierarchical clustering was performed with average linkage. DEGs were filtered by the RVM (Random variance model) f-test, and clustered heatmap was visualized using Treeview. 

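The random variance model treats the variance of each gene as drawn from a distribution shared by all genes, so that a gene measured in few samples borrows information on its error from the others. Limma's moderated test, used here in its place, rests on the same kind of model. Average linkage joins clusters by the mean of all distances between their members. Clustering on genes that were selected for differing between the groups places the groups apart by construction, and for that reason all genes tested were used for the tree of the AGS libraries.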

We selected the DEGs according to threshold set at *p* < 0.01 and FDR < 0.05.

Significantly changed pathways were identified based on Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway database using the Gene Cloud of Biotechnology Information (GCBI Platform, Shanghai, China). Fisher's two-side exact test and Chi-square test were used, and signaling pathways were selected at threshold of *P* < 0.01 and FDR < 0.05.

# Supplementary material for: MFAP2 is overexpressed in gastric cancer and promotes motility via the MFAP2/integrin α5β1/FAK/ERK pathway
**Source:** Oncogenesis. 2020 Feb 13;9(2):17. doi: 10.1038/s41389-020-0198-z
**Supplement:** Supplementary file 6 — Supplementary Table 1. 279 differently expressed genes in gastric cancer tissues compared with normal tissues.

**Table S1.** 279 differently expressed genes (DEGs) in gastric cancer tissues compared with normal tissues.

| DEGs | Gene Symbols |
| --- | --- |
| Up-regulated | TEAD4, ECT2, E2F3, KPNA2, RFC3, COL1A1, SERPINH1, RUVBL1, MCM4, BGN, HMGB3, TIMP1, MYO1B, CSE1L, MEST, BOP1, NOP56, SEPT11, BUB1, COL4A1, ARPC1B, PRC1, NUP62, ANP32E, COL5A2, SNX10, CEP55, PLAU, TPX2, SULF1, CKS1B, CDC25B, SKP2, ENO1, COL3A1, KIF2C, TOP2A, DTL, PKM, KIF4A, TRIP13, AGPS, SPARC, AGO2, CLDN7, MAD2L1, COL1A2, CENPF, DLGAP5, NEK2, PTPN12, MKI67, MELK, LY6E, UBE2C, GINS1, CTSB, APOE, CDK1, BUB1B, MAP4K4, CENPA, PMEPA1, NDC80, THY1, KIF20A, MFAP2, FCGR3A, MXRA5, CCNB2, TMEM185B, SERPINE1, LOX, S100A10, TACC3, CDC6, CCNB1, PDGFRB, FXYD5, SPP1, OLFML2B, MMP11, VCAN, FERMT1, OSMR, THBS2, JUP, FAR2, STIL, STK3, ATP1B3, GGH, IL32, CDC20, CXCL1, CTSZ, FCER1G, CXCL9, BIRC5, COL18A1, APOC1, FKBP10, PTPRG, COL5A1, FCGR2A, COL6A3, CDKN3, FSCN1, VASH1, GLS, SPON2, CXCL8, KDELC1, FGFR4, TRIO, COL4A2, ASPN, IGFBP7, CDH11, SOD2, FN1, CTSL, LUM, SFRP4, TM4SF1, NRP1, FZD2, CHI3L1, SQLE, KIF15, CCNE1, ASPM, RARRES1, MSR1, INHBA, TPBG, DACT1, MMP1, NREP, HOXB7, PLEKHS1, MMP7, TMEM158, LIPG, CST1, HIST1H2BJ, LGR5, WNT5A, TMEM45A, CCL18, LOXL1, NID2, PLXNC1, DIO2, TGM2, PLA2G7, PRRX1, QPCT, LEF1, CPVL, EPHB2, THBS1, GREM1, NNMT, CAMK2N1, TNFRSF25, TNFAIP6, SERPINB5, CDH3, SLAMF8, TNFRSF11B |
| Down-regulated | DPT, GPX3, SLC25A4, CBR1, ALDH6A1, ELL2, HPGD, ALDH3A1, MT1X, HBB, METTL7A, KLF4, HADH, SNRPN, CKB, SLC7A8, MT1M, ACACB, GKN1, CYB5R1, SIDT2, MAOA, DHRS7, CYP2C18, AKR1C1, GPD1L, HRASLS2, ADTRP, ACO2, PER3, KIT, SULT1B1, UBL3, POU2AF1, NR3C2, PDGFD, SEPP1, CYB5A, NMRK1, ALDOB, ADH1B, NR0B2, AKR7A3, PSCA, FMO5, PBXIP1, CD79A, GSTA4, PXMP2, SELENBP1, ALDH2, TOX, KLF2, RAB27A, GLUL, MT1F, AADAC, COL4A5, LIPF, C1ORF116, MT2A, MT1E, PLLP, FMO4, EPN3, AKR1B10, VILL, FAM46C, GSTA1, EPB41L4B, GCNT1, CYP4F12, PGC, KRT20, RNASE1, IGHA2, IGJ, RIPK4, PDCD4, CYFIP2, OXCT1, ERO1LB, SGK1, RORC, TFF1, PLCXD1, LTF, PBLD, ID1, MT1G, BCAS1, SULT1C2, FCGBP, PTGER4, C4orf19, FOS, IL1R2, AZGP1, IGFBP2, PLAC8, MT1H, APLP1, KIAA1324, SCNN1A, MUC5AC, CA2, CXCL14, MSMB |

DEGs: differently expressed genes.

# Supplementary material for: MFAP2 is overexpressed in gastric cancer and promotes motility via the MFAP2/integrin α5β1/FAK/ERK pathway
**Source:** Oncogenesis. 2020 Feb 13;9(2):17. doi: 10.1038/s41389-020-0198-z
**Supplement:** Supplementary file 7 — Supplementary Table 2. Correlation between MFAP2 expression and clinicopathological features in 300 patients with GC (GSE62254).

Supplementary Table 2. Correlation between the MFAP2 protein expression and differentiation status in 45 gastric cancer samples.

|  | No. of Patient | | Differentiation status  Well Moderate Poor | | | | Fisher’s exact test  *P* value | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| IHC result | |  | |  |  |  | |  |
| Strongly positive (+++) | | 16 | | 2 | 2 | 12 | | 0.000432 |
| Moderately positive (++)  Weakly positive (+) | | 17  12  45 | | 4  3  9 | 12  7  21 | 1  2  15 | |  |

How the deposited data were processed for this re-analysis (not part of the article)

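RNA of AGS cells was sequenced in 4 libraries, 2 with an shRNA against MFAP2 and 2 controls. The authors deposited 1 table of gene values and 1 table of transcript values, taken as FPKM from the values themselves, since non-whole values that sum to different totals and lie on steps of read over length are what FPKM gives. The aligner, the program that estimated the FPKM values, its filters, the genome build and the annotation used by the authors are not named in the paper's text or its supplementary methods, which describe log2 transformation, the random variance model test and average-linkage clustering under a heading on microarray data. The legend of Fig. 3 names an expression beadchip, whereas the deposited values are those of sequencing. No values for an array were used here. Of the 47251 gene identifiers, 43715 (92.5%) were found in GENCODE 29 on GRCh38, from which all coordinates, exon numbers and overlaps were taken. Samples were assigned to groups by their labels. The column names in Fig. 3f carry the same groups and replicate numbers, but they disagree with the bar of group colours in that figure.

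Genes with a mean of at least 1 FPKM over the 4 libraries (9873 genes) were tested on log2(FPKM + 1) with lmFit and eBayes with a variance trend in limma 3.58.1 under R 4.3.3, with Benjamini-Hochberg adjustment. DEGs had p under 0.01 and adjusted p under 0.05. Lists of genes were tested with limma's camera, preset correlation 0.01 between genes, adjusted over 10 lists, with fry and an estimated correlation as checks, and by Fisher's exact test of membership among DEGs, with the genes tested as the background. The lists were written before the data were examined: 4 under the names of pathways in Fig. 3g (focal adhesion, prostate cancer, bacterial invasion of epithelial cells, ubiquitin mediated proteolysis), genes induced by ERK, proliferation genes, interferon response genes, the genes up and down in Table S1 and the 14 prognostic genes of Table 1. They match the KEGG pathways in name only. Members were matched by the name in the table and then by current or older symbols, which placed all but 3 genes of Table S1 down. Tables were handled with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, and figures were drawn with matplotlib 3.10.9.

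Depth is not given by the authors. The step between low values of single-transcript features implied about 54700000 to 74800000 reads per library, or 27300000 to 37400000 fragments if the reads came in pairs. Only 54.1% to 55.3% of low values lay on whole steps, so reads were not recovered gene by gene, and no count test was used. The finder of the step erred by at most 0.442% on 3 simulated sets. Those sets were built with a larger share of values on whole steps than the libraries had. The error of the inferred depths may therefore be larger. Intervals for single values cannot be given from FPKM.

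The fit was tested on simulated values with the means and variance prior of the real libraries. Of 200 genes changed by 2 on the log2 scale, 152 were called, with 14 of 9673 unchanged genes, so that the share of false calls was somewhat above the nominal limit. With no gene changed, no DEG was called in any of 20 simulated sets. The simulated sets drew noise around the mean of each gene, with no genes built to fall near 0 in some libraries. Of the 27 DEGs, 19 were of that kind, so false calls among such genes were not tested. Lowering the focal adhesion list by 0.3 in 1 simulated set led camera to call 3 of the 10 lists, that list among them.

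Before the data were examined the following alternatives were set: no filter beyond a value above 0, a mean of at least 5 FPKM, a pseudocount of 0.1, quantile normalization, scaling by median of ratios, the replicate number as a block, other thresholds, eBayes without trend, other distances and gene sets for clustering, sums of transcripts, and leaving out each library in turn. The genes named are those the paper names with partners of its integrins, the 5 DEGs with the largest rise and the 5 with the largest fall whose groups do not overlap, and DEGs in the focal adhesion list, of which there were none. The result of 1 gene under this rule is not reported here. Genes outside the rule are marked as chosen after their values were seen. Libraries of other experiments in the paper were not analysed here.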

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

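The interferon response list, in genes the paper does not discuss, was higher in sh-MFAP2 than in control. Of 33 genes, 27 were tested, 24 higher and 3 lower, with a median log2 fold change of 0.53. For 18 genes both sh-MFAP2 libraries were above both controls, and for 1 gene both were below. Camera in limma gave an adjusted p = 5.06e-10 over the 10 lists. Fry gave an adjusted p = 0.0522 and camera with an estimated correlation an adjusted p = 0.179, so the call rests on the preset correlation between genes. No gene of the list was a DEG, but 11 genes passed 0.05 when adjusted over the list alone. The median stayed between 0.44 and 0.60 with each library left out in turn. ISG15, chosen after its values were seen, had 577 and 631 FPKM in sh-MFAP2 and 277 and 247 FPKM in control (ISG15 adjusted p = 0.137 from limma).

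The tests of length and GC content and of switching genes were chosen after the rise had been seen, while the list and its direction were set before the data were examined. A trend on transcript length and GC content did not carry the rise, which kept an adjusted p = 1.21e-09 in limma after the trend was removed, with a median log2 fold change of 0.56. Genes that switch between near 0 and expressed did not carry it either, since the adjusted p was 9.23e-12 in limma without them. IFIT1, also chosen after its values were seen, had 58.9 and 3.43 FPKM in sh-MFAP2 and 35.8 and 3.30 FPKM in control, and the list includes 5 switching genes in all. Double-stranded RNA can induce interferon genes, but the controls carried a scrambled shRNA, so a response to any shRNA or to the vector would be in both groups. A response to this shRNA in particular, loss of MFAP2 or a difference between the cultures could lie behind the rise in sh-MFAP2 (adjusted p = 5.06e-10 from camera). With 1 shRNA they coincide with the groups and cannot be told apart. All of these stay open.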

How the results depend on the processing

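Against 27 DEGs, the count was 6 with no filter, 9 with a mean of at least 5 FPKM, 46 at an adjusted p under 0.1 alone, 296 at an unadjusted p under 0.01 alone and 1214 at an unadjusted p under 0.05 alone. The 6 and the 9 were among the 27 DEGs, and the filters changed the number of genes tested to 23806 and 5759. With the replicate number as a block the count was 0, with 722 genes at an unadjusted p under 0.05. Deviations of same-numbered libraries correlated at -0.0572 across genes, so the numbers do not pair the samples, and the block changed no call for a list. The count was 22 to 28 with a pseudocount of 0.1, quantile normalization, scaling by median of ratios, eBayes without trend, an added fold limit of 1.5 or an adjusted p under 0.05 alone. Quantile normalization shared 25 of its 27 DEGs. With alternatives chosen after seeing the data, the count was 0 without switching genes (1233 genes at an unadjusted p under 0.05), a filter that removes genes by their change and so does not show that the remaining DEGs rest on them, and 0 for 22312 transcripts tested singly (1704 at an unadjusted p under 0.05). No count was made with a library left out, since 1 group then held 1 library. Beyond the number of genes tested, the cause was not tested.

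Fold changes above 1.5 or below 0.67, found for 1002 genes, were found for 575 with a mean of at least 5 FPKM and for 1169 to 1572 with each library left out in turn, most without sh-MFAP2 replicate 2. The separation in clustering was lost with no filter (margin -0.000101) and kept under the other 5 alternatives.

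The focal adhesion list lost its call with no filter (adjusted p = 0.0646 in limma), fry (0.156), an estimated correlation (0.577) and, chosen after seeing the data, removal of the length and GC trend (0.0617). It kept it under the other alternatives, from 0.0135 to 0.0406. Among the camera fits, the genes of Table S1 up passed with quantile normalization (adjusted p = 0.0317 in limma) and with no other setting, and they also passed under fry (adjusted p = 0.0410 in limma). The cause was not tested. With each library left out in turn, the median log2 fold change ran from -0.211 to -0.103 for focal adhesion, -0.106 to -0.0170 for ERK output, -0.182 to -0.0576 for proliferation, 0.441 to 0.597 for interferon response, -0.182 to -0.0735 for Table S1 up and -0.0166 to 0.0291 for Table S1 down, whose sign changed without sh-MFAP2 replicate 2 and without control replicate 2.

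ITGB1 and ITGA5 kept their direction under each alternative run, from -0.678 to -0.530 and from -0.274 to -0.0323 with the sums of their transcripts included, and neither passed the adjusted threshold where a test was made. PXN ran from -0.599 to 0.0676 and reversed without sh-MFAP2 replicate 2, the library with the lowest value. For the single genes with the largest rises and falls and the other pathway lists, 20 fits were weaker and 9 values moved. MFAP2 was not refitted, since its libraries were at or under the floor.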

Differences from the paper's values

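For focal adhesion genes among DEGs, the paper's reported enrichment score is 6.82, and the fold enrichment here was 0. The paper does not define its score, so the values are not known to be on one scale, and the list of genes is not the KEGG release. With genes at an unadjusted p under 0.01 the fold enrichment was 1.17, and with genes at an unadjusted p under 0.05 it was 0.999. With the other filters, pseudocount, scalings and thresholds set before the data were examined it was 0, and with the replicate number as a block there was no DEG to count, so no alternative that was run closed the gap. By chance 0.312 list genes would be expected among 27 DEGs, and 1 would have given a fold enrichment of 3.21, so the 0 carries little information on the enrichment.

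The paper states, in words, 581 DEGs between sh-MFAP2 and control, against 27 here at the thresholds of its supplementary methods. The alternatives set before the data were examined gave 0 to 1214. None gave the paper's count, which lies between the 296 genes at an unadjusted p under 0.01 and the 1214 genes at an unadjusted p under 0.05. With no filter, 547 genes had an unadjusted p under 0.01 and 2195 genes an unadjusted p under 0.05 in limma. With a mean of at least 5 FPKM these counts were 141 and 670, so some combinations of filter and threshold came nearer to the paper's count.

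The paper states that ITGB1 and ITGA5 were both lower after the knockdown in the sequencing. Both were lower here in the mean, ITGB1 without passing the adjusted threshold and ITGA5 within the spread between replicates. In Fig. 3f the column names and the bar of group colours disagree over which columns are sh-MFAP2. By the column names, ITGB1 and ITGA5 are drawn as higher in the knockdown, whereas the deposited ITGB1 values, 56.6 and 51.2 FPKM in sh-MFAP2 against 78.1 and 86.4 FPKM in control, follow the bar. The paper describes the groups as clearly distinguished in clustering, whereas the margin over all genes tested was 0.00118. With the 1000 genes of largest variance it was 0.0221. The legend of Fig. 3f marks downregulated and upregulated genes, so its genes may not be all those tested here.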

Other observations

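The tests of switching genes against exon number, depth and groups, of single-exon genes among DEGs and of ribosomal protein genes for MFAP2 were chosen after the results were seen. The overlap tests were set before they were run.

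Of the genes reaching 5 FPKM, 203 were listed under 10% of their highest value in another library. Of the 202 that GENCODE 29 annotates, 64 (31.7%) have a single exon, against 22 of 6217 others (0.354%, two-sided Fisher's exact test, p = 1.41e-81). Seen from the other side, 64 of 86 single-exon genes reaching 5 FPKM switched in this way (74.4%). Overlap with another gene was not more frequent among the switching genes, of which 59.9% overlap one, against 68.4% of the others. Whole gene spans on either strand were compared, not shared exons. Reads moved to an overlapping gene are therefore not excluded for the genes that do overlap one. A lack of reads is argued against, because the median of the highest library was 2061 reads on the inferred scale. The knockdown was not what most followed: of 71 genes near 0 in exactly 2 libraries, 27 (38.0%) were near 0 in both libraries of one group, against 33.3% by chance (exact binomial test, p = 0.450). A candidate explanation is that the authors' quantification dropped some single-exon genes in some libraries, which leaves the multi-exon switching genes unexplained. The program is not known, and the reads were not analysed here.

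The same genes make up most of the DEGs. Of the 27 DEGs, 19 (70.4%) switch, and 11 (40.7%) have a single exon, against 1.28% of the other annotated genes tested (two-sided Fisher's exact test, p = 2.69e-14). A gene near 0 in both libraries of one group has a large fold change by construction, so the share of switching genes cannot separate an effect of the knockdown from a failed estimate that fell by chance on one group, and these cannot be told apart gene by gene. The single-exon share is consistent with failed estimates among the DEGs. Of the 3 ways to split the 4 libraries into 2 and 2, only 1, the real one, gave as many as 27 DEGs. The other splits gave 14 (sh-MFAP2 replicate 1 with control replicate 2) and 0 DEGs, with 295 and 239 genes at an unadjusted p under 0.05 against 1214 in the real split. With 3 splits the share cannot fall under 0.05, so chance stays open.

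MFAP2 was listed at 0 in both sh-MFAP2 libraries and near 0 in the controls. The gene that overlaps MFAP2 in GENCODE 29 was listed at 0 at its highest, so reads moved there do not account for the low values. Of 77 ribosomal protein genes, 3 were under 1 FPKM in all 4 libraries, RPL3L, RPL39L and RPL10L, named after their values were seen and not among those every cell uses. By western blotting the paper found more MFAP2 protein in gastric cancer cell lines, AGS among them, than in GES-1 cells. Its qPCR reports lower MFAP2 mRNA after the knockdown. Both differ from control values near 0, but relative qPCR gives no level to set against FPKM. A failed estimate at MFAP2 alone could not be tested on other genes. From the deposited values it cannot be told apart from a low level of MFAP2 mRNA in these cells.

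For the focal adhesion list, with a median log2 fold change of -0.16, only 2 of the 114 genes tested were switching genes. So small a number argues against them as the source of the fall. Their removal could hardly have moved the list, and it left the fall (camera adjusted p = 0.0237 in limma). Removal of a trend on transcript length and GC content moved the median to -0.06 and the adjusted p to 0.0617 in limma, which is consistent with part of the fall coming from such a trend. All 114 genes had a length and a GC content. A fall due to MFAP2 loss stays open.

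The paper reports FAK and PXN among the proteins that were lower by western blotting. The mRNA of PTK2, which encodes FAK, of PXN and of MAPK3 was not past the threshold. The log2 fold change was -0.32 for PTK2 (limma adjusted p = 0.406), -0.27 for PXN (0.677) and 0.30 for MAPK3 (0.424). Phosphorylation is not measured by sequencing. ITGAV had 4.71 and 22.8 FPKM in sh-MFAP2 against 33.6 and 33.1 FPKM in control, ITGB5 had 38.1 and 27.3 FPKM against 32.1 and 32.5 FPKM, and ITGA4 and ITGB3 were listed at 0. Of the 14 prognostic genes only NRP1 (log2 fold change -0.32) and COL4A5 (-0.04) were tested (camera adjusted p = 0.385).

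Lower ERK activity predicted a fall of the ERK output list, and slower proliferation a fall of the proliferation list. The ERK output list had a median log2 fold change of -0.11 over 14 genes (camera adjusted p = 0.996 in limma), and the proliferation list -0.14 over 40 genes (0.567). The median over all genes tested was -0.05, so part of each is a shift shared by all genes. Neither passed, and members went both ways, so neither hypothesis was settled. For ERK output 5 genes were higher and 9 lower, and for proliferation 14 were higher and 26 lower. The ERK output list included 3 switching genes, and 1 of its genes passed 0.05 when adjusted over the list alone. Table S1 up had a median of -0.13 (0.139; fry 0.041) and Table S1 down -0.00382 (0.129), which was 0.05 with quantile normalization and 0.03 with scaling by median of ratios.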
